# The innate immune regulator MyD88 dampens fibrosis during zebrafish heart regeneration

**DOI:** 10.1038/s44161-024-00538-5

**Published:** 2024-09-13

**Authors:** Pinelopi Goumenaki, Stefan Günther, Khrievono Kikhi, Mario Looso, Rubén Marín-Juez, Didier Y. R. Stainier

**Keywords:** Innate immunity, Cardiac regeneration, Cardiovascular genetics, Transcriptomics

## Abstract

The innate immune response is triggered rapidly after injury and its spatiotemporal dynamics are critical for regeneration; however, many questions remain about its exact role. Here we show that MyD88, a key component of the innate immune response, controls not only the inflammatory but also the fibrotic response during zebrafish cardiac regeneration. We find in cryoinjured *myd88*^−/−^ ventricles a significant reduction in neutrophil and macrophage numbers and the expansion of a collagen-rich endocardial population. Further analyses reveal compromised PI3K/AKT pathway activation in the *myd88*^−/−^ endocardium and increased myofibroblasts and scarring. Notably, endothelial-specific overexpression of *myd88* reverses these neutrophil, fibrotic and scarring phenotypes. Mechanistically, we identify the endocardial-derived chemokine gene *cxcl18b* as a target of the MyD88 signaling pathway, and using loss-of-function and gain-of-function tools, we show that it controls neutrophil recruitment. Altogether, these findings shed light on the pivotal role of MyD88 in modulating inflammation and fibrosis during tissue regeneration.

## Abstract (web summary)

Goumenaki et al. uncover that during zebrafish cardiac regeneration, MyD88 signaling promotes the inflammatory response to injury and attenuates the endocardial-mediated fibrotic response.

## Main

Myocardial infarction is the most common cause of cardiac injury in humans, often leading to an irreversible loss of heart muscle tissue^1,2^. Unlike the adult mammalian heart, the zebrafish heart can regenerate lost tissue upon different types of injuries, making it a powerful animal model to study heart regeneration^3–6^.

Immediately after cardiac injury, tissue damage triggers the activation of a sterile inflammatory response, with immune cells infiltrating the injured area, clearing dead cells and debris, modifying the extracellular matrix (ECM) and initiating signaling cascades^7,8^. As shown previously, this response is programmed to be resolved timely and is essential for triggering the regenerative response in both zebrafish^9–11^ and neonatal mice^12^. On the other hand, in the non-regenerative adult mammalian heart, inflammation persists longer and has been linked with tissue damage after myocardial infarction^13,14^. Thus, it is essential that the inflammatory response is tightly controlled to allow for successful regeneration^14^.

Cardiac inflammation after injury involves the release of damage-associated molecular pattern (DAMP) molecules from dying and stressed cells, which bind to Toll-like receptors (TLRs)^15–17^. Importantly, most TLRs, as well as interleukin-1 receptors (IL-1Rs), signal through the same adaptor molecule, myeloid differentiation factor 88 (MyD88)^18,19^. While the MyD88 signaling pathway is involved in the activation of the immune response, a comprehensive understanding of its role in cardiac repair and regeneration remains elusive, with studies reporting conflicting results^14,20,21^. As excessive and persistent inflammation has been linked with adverse regeneration outcomes, studies have often focused on blocking MyD88 or TLR function to restrict inflammation. Limiting inflammation in MyD88 or TLR loss-of-function (LOF) mouse models improved their regenerative potential^22–24^. Conversely, TLR4-MyD88 activation in mesenchymal stem cells conferred cardioprotective effects in cardiac ischemia–reperfusion injury models in mouse^25^, TLR4-MyD88 activation in cardiomyocytes (CMs) reduced their apoptosis in vitro^26^, and MyD88 cardioprotective effects were highlighted in a rat aortic banding model^27^. The critical role of MyD88 signaling in preserving cardiac function and limiting progression to heart failure was also shown in a dominant negative MyD88 transgenic mouse model^28^. Depletion of MyD88 in T cells results in increased inflammation and fibrosis after transverse aortic constriction in mouse^29^. While most of these studies were carried out in non-regenerative mammalian models, understanding the role of MyD88 in a regenerative system should provide insights into the pathogenesis of cardiovascular diseases and the development of new treatment approaches. In addition, the precise roles of the MyD88 signaling axis beyond cardiovascular inflammation and its contribution to other responses necessary for regeneration have so far been largely overlooked. Therefore, we directed our study toward unraveling the cell-specific functions of MyD88 signaling during cardiac regeneration in zebrafish.

In this study, we use newly generated genetic tools and transcriptomic profiling to investigate the role of MyD88 signaling during zebrafish cardiac regeneration at several stages and across different cell types; we find that MyD88 not only has a pivotal role in the immune response, but also a previously unidentified function in limiting endothelial-mediated fibrosis. Specifically, we show that in addition to its role in neutrophil and macrophage recruitment, MyD88 is important to limit a fibrotic response by regulating the transcriptome of endocardial and mesenchymal cells and by limiting myofibroblast numbers, fibrin levels and scar sizes. Furthermore, we identify a critical role for MyD88 signaling in regulating the phosphoinositide 3 kinase (PI3K)/AKT pathway in the injured endocardium. Notably, using an endothelial-specific mutant rescue strategy, we reveal the essential role of MyD88 in endothelial cells to promote neutrophil recruitment and limit the fibrotic response. Mechanistically, we identify the endocardial chemokine gene *cxcl18b* as a transcriptional target of the MyD88 signaling pathway and showed that it controls neutrophil recruitment.

## Results

### Reduced inflammatory cell numbers in injured *myd88*^−/−^ ventricles

Genes encoding MyD88 and MyD88 pathway-related signaling components are expressed in a wide range of tissues and cell populations even in the absence of tissue damage and infection^15,30,31^. To begin to understand how MyD88 signaling affects different cell populations during cardiac regeneration in zebrafish, we dissociated cryoinjured ventricles from *myd88* LOF mutants (*myd88*^−/−^)^32^ and wild-type (WT) (*myd88*^+/+^) siblings, sorted live cells and performed single-cell RNA sequencing (scRNA-seq) analysis (Fig. 1a and Supplementary Fig. 1a). We focused our analysis at the early time point of 24 hours post cryoinjury (hpci), when *myd88* expression peaks in the cryoinjured zebrafish heart (Supplementary Fig. 1b)^10^. In addition, as the receptors of the MyD88 signaling pathway can rapidly recognize cardiac tissue damage through binding their ligands, 24 hpci is a good time point because it is within the early acute inflammatory phase^33^. We performed quality control analysis, applied filtering cutoffs and obtained a dataset consisting of 11,735 cells (8,181 and 3,554 *myd88*^+/+^ and *myd88*^−/−^ cells, respectively). To assess cell type diversity, we took into consideration known marker genes and identified five major cell cluster populations, including endocardial cells, coronary endothelial cells (cECs), myeloid cells, epicardial and epicardium-derived cells (EPDCs) and mesenchymal cells (Fig. 1b,c)^34–36^. We did not detect a CM population, presumably because their large size was incompatible with our sample preparation pipeline as reported previously^36^. As myeloid cells activate the MyD88 signaling pathway^10,22,37,38^, we decided to perform unbiased subclustering of the myeloid population to investigate their diversity (Fig. 1d). This analysis revealed five distinct myeloid clusters, of which four expressed macrophage marker genes (for example, *mpeg1.1*, *c1qa*) at higher levels and one expressed neutrophil marker genes (for example, *mpx*, *lyz*) at higher levels (Fig. 1d and Extended Data Fig. 1a,b). We identified additional genes highly expressed in this presumed neutrophil cluster and indeed observed their enrichment in neutrophils in published datasets (Extended Data Fig. 1c)^34–36^. Comparison of the myeloid populations between *myd88*^+/+^ and *myd88*^−/−^ ventricles revealed pronounced differences, such as a strong reduction of the neutrophil and the *marco* macrophage clusters in *myd88*^−/−^ ventricles (Fig. 1d). We also observed that the expression of inflammatory genes was increased in these two clusters, suggesting that they contain pro-inflammatory cells (Fig. 1e). *myd88*^−/−^ ventricles also exhibited expansion of a macrophage subpopulation that is transcriptionally unique (enriched genes: *gpx1a*, *mrc1b*, *timp4.2*, *lxn*, *lta4h*, *csf3r*, *cfh*) and is not present in *myd88*^+/+^ ventricles (Extended Data Fig. 1d,e).

**Fig. 1:**
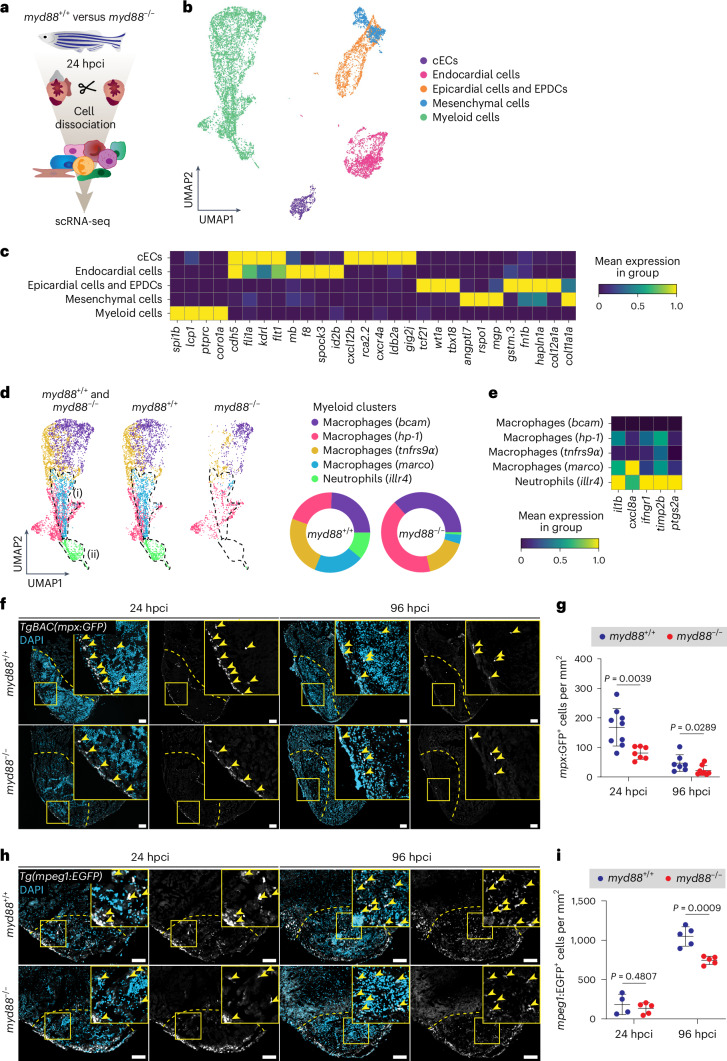
Reduced numbers of pro-inflammatory cells in cryoinjured *myd88*^−/−^ ventricles. **a**, Experimental plan for the scRNA-seq analysis performed in cryoinjured *myd88*^+/+^ and *myd88*^−/−^ ventricles at 24 hpci. **b**, Uniform manifold approximation and projection (UMAP) representation of the scRNA-seq clustering results. **c**, Heatmap showing the expression levels of the gene markers for the different cell types. **d**, UMAP representation of the myeloid subclusters from the scRNA-seq analysis. Areas (i) and (ii) enclose myeloid populations reduced in *myd88*^−/−^ ventricles. The pie charts show the proportions of different myeloid subclusters. **e**, Heatmap showing inflammatory gene (*il1b*, *cxcl8a*, *ifngr1*, *timp2b*, *ptgs2a*) expression levels in the myeloid subclusters. **f**, Representative images of GFP (neutrophils, white), with DAPI (DNA marker, blue) counterstaining on sections of cryoinjured *TgBAC(mpx:GFP)*; *myd88*^+/+^ and *TgBAC(mpx:GFP)*; *myd88*^−/−^ ventricles at 24 and 96 hpci. GFP; immunostaining for green fluorescent protein. **g**, *mpx:*GFP^+^ cell numbers in *myd88*^+/+^ and *myd88*^−/−^ injured tissues and border zone areas (100 μm) at 24 and 96 hpci. The dots in the graph represent individual ventricles; data are shown as the mean ± s.d.; *n* = 9 *myd88*^+/+^ and *n* = 7 *myd88*^−/−^ for 24 hpci; *n* = 7 *myd88*^+/+^ and *n* = 8 *myd88*^−/−^ for 96 hpci. Statistical tests: Student’s *t*-test for 24 hpci and Mann–Whitney *U*-test for 96 hpci. **h**, Representative images of immunostaining for EGFP (macrophages, white) with DAPI (DNA marker, blue) counterstaining on sections of cryoinjured *Tg(mpeg1:EGFP); myd88*^+/+^ and *Tg(mpeg1:EGFP); myd88*^−/−^ ventricles at 24 and 96 hpci. **i,** *mpeg1:*EGFP^*+*^ cell numbers in *myd88*^+/+^ and *myd88*^−/−^ injured tissues and border zone areas (100 μm) at 24 and 96 hpci. The dots in the graph represent individual ventricles; data are shown as the mean ± s.d.; *n* = 4 *myd88*^+/+^ and *n* = 5 *myd88*^−/−^ for 24 hpci; *n* = 5 *myd88*^+/+^ and *n* = 5 *myd88*^−/−^ for 96 hpci. Statistical tests: Student’s *t*-test. The yellow dashed lines delineate the injured area; the yellow arrowheads point to *mpx:*GFP^+^ (**f**) and *mpeg1:*EGFP^+^ (**h**) cells. Scale bars, 100 μm. Source data

Neutrophils are known pro-inflammatory mediators and immediate responders to tissue damage^39–41^. They can shape the regenerative outcome because they influence important regeneration events, including clearance of dead cells and debris from the injured area, macrophage polarization, effective revascularization, epicardial activation and myocardial regeneration^42–47^. The MyD88 signaling axis, once activated, facilitates neutrophil recruitment^22,23,37,48^. To further investigate the neutrophil phenotype observed in cryoinjured *myd88*^−/−^ ventricles (Fig. 1d), we used the *TgBAC(mpx:GFP)* neutrophil reporter line to determine neutrophil numbers after injury. While at 6 hpci we did not observe obvious differences between *myd88*^−/−^ and *myd88*^+/+^ sibling ventricles (Extended Data Fig. 1f,g), at 24 hpci neutrophil numbers were significantly reduced in *myd88*^−/−^ ventricles and their numbers remained reduced at least until 96 hpci (Fig. 1f,g). We also counted the number of neutrophils at 6 days post sham (dps) surgery and 7 days post cryoinjury (dpci), but did not observe any significant differences at these time points (Extended Data Fig. 1f,g). Together these data indicate that neutrophil numbers were reduced at 24 and 96 hpci in *myd88*^−/−^ ventricles.

As with neutrophils, the MyD88 signaling axis contributes to macrophage recruitment^10,37,38,49^. Thus, we used the *Tg(mpeg1:EGFP)* macrophage reporter line to determine whether macrophage numbers were also affected in cryoinjured *myd88*^−/−^ ventricles. Both scRNA-seq analysis and immunostaining for *mpeg1:*EGFP^+^ cells revealed that total macrophage numbers were not affected in *myd88*^−/−^ ventricles at 24 hpci (Fig. 1h,i and Extended Data Fig. 1h). While we did not observe a significant reduction in total macrophage numbers at 24 hpci, our transcriptomic data showed that some macrophage populations might be affected, with the *marco* macrophage population being severely reduced and the *hp-1* macrophage population clearly increased in *myd88*^−/−^ ventricles (Fig. 1d and Extended Data Fig. 1d,e). As the macrophage response initiates and develops later than the neutrophil response after injury, we set out to analyze cryoinjured ventricles at a later time point, when a macrophage phenotype might be more obvious. To this end, we selected 96 hpci, a time point when macrophage numbers increases significantly in WT zebrafish^10,34,50,51^, and indeed found a reduction in *mpeg1:*EGFP^+^ cells in *myd88*^−/−^ ventricles compared with *myd88*^+/+^ siblings (Fig. 1h,i).

Taken together, these transcriptomic analyses and immunostaining data reveal that during zebrafish cardiac regeneration, MyD88 is important for neutrophil and macrophage recruitment and for enhancing the inflammatory state of immune cells.

### MyD88 signaling attenuates fibrosis in injured ventricles

Besides analyzing myeloid cells, the most extensively studied activators of the MyD88 signaling pathway^10,22,37,38^, we wanted to determine which other cell types were important for MyD88 function during cardiac regeneration. As reported previously, endothelial cells express *myd88* and components of the MyD88 signaling axis, such as the *tlr* genes^52,53^. To investigate the state and role of endocardial cells in the absence of MyD88 function during regeneration, we performed unbiased subclustering analysis of the endocardial population in our scRNA-seq dataset. This analysis revealed the presence of four distinct endocardial clusters, represented in different proportions in cryoinjured *myd88*^−/−^ and *myd88*^+/+^ ventricles (Fig. 2a). Specifically, the most abundant endocardial cell cluster found in *myd88*^+/+^ ventricles (*irx5a* endocardial cells) was significantly reduced in *myd88*^−/−^ ventricles. Interestingly, the most abundant endocardial cluster in *myd88*^−/−^ ventricles displayed high expression levels of genes encoding collagens (*col1a2*, *col1a1a*, *col5a1*, *col1a1b*, *col5a2a*, *col6a2*, *col6a1*) and genes associated with fibrosis (*postna*, *gstm.3*, *sparc*, *acta2*)^34,54^. Hence, we annotated this cluster as ‘collagen-rich endocardial cells’ (Fig. 2a,b). Pseudotime trajectory analysis indicated that cells transition from the wound endocardial cluster *serpine1* (ref. ^55^) to the other endocardial clusters (Extended Data Fig. 2a). To investigate the relationship between endocardial clusters, we also performed velocity analysis. The resulting data indicate that endocardial cells in *myd88*^−/−^ ventricles tend to progress toward the collagen-rich endocardial state (Extended Data Fig. 2b). As shown previously in mouse^56–58^ and zebrafish^35,59^, the endocardium contributes to the activated fibroblast cell population and to α-smooth muscle actin (αSMA)^+^ myofibroblasts in injured hearts; thus, increased expression of collagen and fibrotic genes in the cryoinjured *myd88*^−/−^ endocardium (Fig. 2a,b) could reflect an increase in these endocardium-derived cells. αSMA^+^ myofibroblasts are the key contributors to ECM fibrotic remodeling and scar formation in the injured heart^56,58,60^. Moreover, in the context of MyD88 signaling, MyD88 depletion in T cells results in increased cardiac fibroblast to myofibroblast transformation in vitro, as indicated by elevated αSMA and collagen type 1 expression in fibroblasts^29^. To investigate the role of MyD88 in myofibroblast differentiation during zebrafish cardiac regeneration, we immunostained for αSMA expression on sections of cryoinjured ventricles carrying the *ET(krt4:EGFP)* endocardial enhancer trap line (Fig. 2c). At 96 hpci, we found an increased abundance of αSMA^+^ cells in *myd88*^−/−^ compared with *myd88*^+/+^ siblings (Fig. 2c,d), which remained elevated until 7 dpci (Extended Data Fig. 2c,d). To differentiate between αSMA^+^ cells of different origins, we quantified intraventricularly localized αSMA^+^ cells, presumably of endocardial and fibroblast origin, and excluded superficially localized αSMA^+^ cells, presumably of epicardial, fibroblast and perivascular origin^35,61^. In line with the fibrotic transcriptomic profile of the *myd88*^−/−^ endocardium (Fig. 2a,b), at 96 hpci we found an increased number of intraventricular αSMA^+^ cells in *myd88*^−/−^ zebrafish compared with *myd88*^+/+^ siblings (Fig. 2d). Superficially localized αSMA^+^ cells were also elevated in cryoinjured *myd88*^*−/−*^ ventricles (Extended Data Fig. 2e), but not to the same extent as the intraventricularly localized αSMA^+^ cells. Altogether, these data indicate that MyD88 suppresses myofibroblast differentiation during zebrafish cardiac regeneration.

**Fig. 2:**
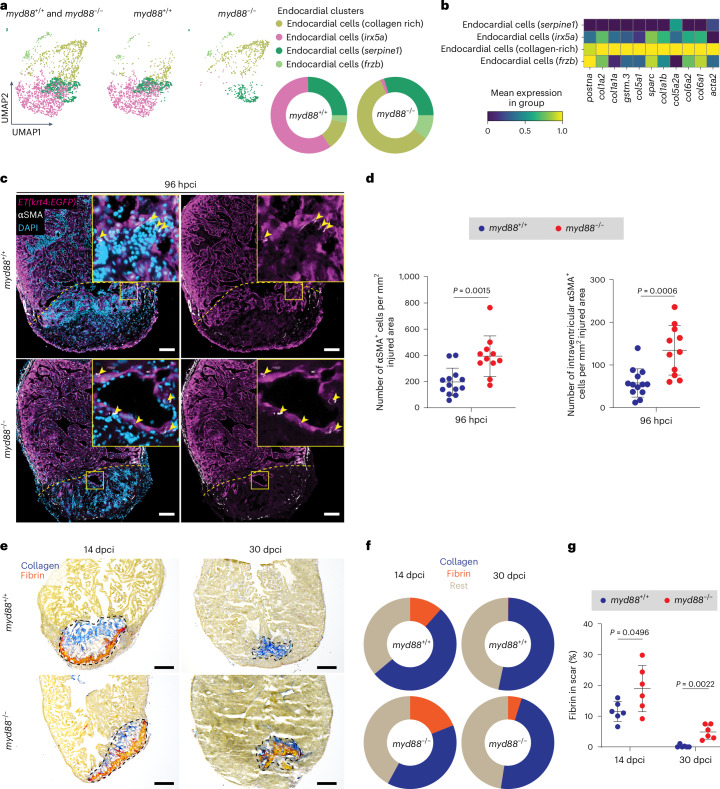
Fibrotic phenotype in cryoinjured *myd88*^−/−^ ventricles. **a**, UMAP representation of the endocardial subclusters from the scRNA-seq analysis. The pie charts show the proportions of different endocardial subclusters. **b**, Heatmap showing fibrotic gene (*postna*, *col1a2*, *col1a1a*, *gstm.3*, *col5a1*, *sparc*, *col1a1b*, *col5a2a*, *col6a2*, *col6a1*, *acta2*) expression levels in the endocardial subclusters. **c**, Representative images of immunostaining for EGFP (endocardial cells, magenta) and αSMA (myofibroblasts, white) with DAPI (DNA marker, blue) counterstaining on sections of cryoinjured *ET(krt4:EGFP); myd88*^+/+^ and *ET(krt4:EGFP); myd88*^−/−^ ventricles at 96 hpci. **d**, Total number of αSMA^+^ cells and intraventricular αSMA^+^ cells in *myd88*^+/+^ and *myd88*^−/−^ injured tissues at 96 hpci. The dots in the graphs represent individual ventricles; data are shown as the mean ± s.d.; *n* = 13 *myd88*^+/+^ and *n* = 11 *myd88*^−/−^. Statistical tests: Student’s *t*-test. **e**, Representative images of AFOG staining on sections of cryoinjured *myd88*^+/+^ and *myd88*^−/−^ ventricles at 14 and 30 dpci. **f**, Pie charts showing the proportion of scar components (collagen, blue; fibrin, red; rest of cells and tissue, light brown) in *myd88*^+/+^ and *myd88*^−/−^ scars; *n* = 6 *myd88*^+/+^ and *n* = 6 *myd88*^−/−^ for both 14 and 30 dpci. **g**, Graph showing the percentage of the fibrin/scar area at 14 and 30 dpci. The dots in the graph represent individual ventricles; data are shown as the mean ± s.d.; *n* = 6 *myd88*^+/+^ and *n* = 6 *myd88*^−/−^. Statistical test: Student’s *t*-test. The yellow dashed lines delineate the injured area and the black dashed lines the scar area; the yellow arrowheads point to αSMA^+^ cells. Scale bars, 100 μm (**c**), 200 μm (**e**). Source data

Activation of MyD88 signaling in mesenchymal stem cells reportedly conferred cardioprotective effects via Stat3 in a mouse model of cardiac ischemia–reperfusion injury^25^. As myofibroblasts, a mesenchymal cell type, are affected in *myd88*^−/−^ ventricles, we decided to take a closer look at the mesenchymal population in our scRNA-seq dataset. Unbiased subclustering analysis indicated the presence of three mesenchymal subclusters. Strikingly, strong differences between the *myd88*^−/−^ and *myd88*^+/+^ samples resulted in one cluster (*hapln1a* mesenchymal cells) being of almost completely *myd88*^−/−^ and another (*cst14a.1* mesenchymal cells) being of almost completely *myd88*^+/+^ identity (Extended Data Fig. 2f). Specifically, the *myd88*^−/−^ *hapln1a* mesenchymal cell cluster exhibited increased expression of endothelial-to-mesenchymal transition and fibrotic-related genes, such as *sox9a* and *acta2* (Extended Data Fig. 2g,h)^59^.

As our data pointed to an endocardial-related fibrotic phenotype in cryoinjured *myd88*^−/−^ ventricles, we next analyzed additional endocardial processes that could be affected in the absence of *myd88* function. Endocardial hyperinvasion of the injured area has been linked with increased endothelial-to-mesenchymal transition and fibrotic remodeling^59^. However, we did not observe any obvious differences between *myd88*^−/−^ and *myd88*^+/+^ siblings with respect to the *krt4:*EGFP^+^ and Cdh5^+^ endocardial cell area covering the injury at 96 hpci (Extended Data Fig. 3a,b) or 7 dpci (Extended Data Fig. 3c,d), respectively. Additionally, the Aldh1a2 activation pattern was similar in *myd88*^−/−^ and *myd88*^+/+^ sibling ventricles at 96 hpci (Extended Data Fig. 3a)^55^, indicating that only endothelial-to-mesenchymal transition processes were affected in cryoinjured *myd88*^−/−^ ventricles.

Blocking MyD88 signaling in uninjured murine hearts leads to increased fibrosis^28^. To investigate the regenerative potential and scar resolution abilities of cryoinjured *myd88*^−/−^ ventricles, we performed acid fuchsin orange G (AFOG) staining. As reported previously, scar tissue in 14 dpci WT hearts consists of an extensive collagen network and a ring-like peripheral fibrin structure^5,33,62^. In contrast, the scar tissue in *myd88*^−/−^ ventricles at 14 dpci displayed thicker fibrin-rich areas in comparison with their *myd88*^+/+^ siblings (Fig. 2e), and these increased fibrin levels persisted until at least until 30 dpci (Fig. 2e–g). However, the collagen proportions within the scars remained similar between *myd88*^−/−^ and *myd88*^+/+^ siblings (Extended Data Fig. 4a). Additionally, at 30 dpci, there were more *myd88*^−/−^ ventricles with bigger scar areas compared with their *myd88*^+/+^ siblings (Extended Data Fig. 4b). We also examined scars at 90 dpci to analyze fibrotic tissue persistence, but did not observe significant differences at this time point (Extended Data Fig. 4c,d).

In summary, the fibrotic-like transcriptomic profile (enrichment in collagen and fibrotic genes) observed in both endocardial and mesenchymal cells, along with the increased number of total and intraventricular αSMA^+^ cells, increased fibrin levels and larger scars in cryoinjured *myd88*^−/−^ hearts, collectively indicate that MyD88 signaling has a role in limiting fibrosis during zebrafish cardiac regeneration.

### Endocardial MyD88 signaling activates the PI3K/AKT pathway

To gain mechanistic insights into how MyD88 signaling regulates endocardial-specific processes during regeneration, we sorted endocardial cells from *myd88*^−/−^ and *myd88*^+/+^ siblings using the *ET(krt4:EGFP)* line at 96 hpci and conducted bulk RNA-seq analysis (Fig. 3a and Supplementary Fig. 2). In line with the previously observed fibrotic phenotype (Fig. 2), gene set enrichment analysis (GSEA) revealed an increase in the regulation of the cellular response to transforming growth factor-β stimulus in the cryoinjured *myd88*^−/−^ endocardium (Extended Data Fig. 5a). Additionally, GSEA (Extended Data Fig. 5a) and closer examination of the most differentially expressed genes (Fig. 3b) revealed that immune-associated processes, such as TLR, nucleotide-binding oligomerization domain (NOD)-like receptor, C-type lectin receptor and cytosolic DNA-sensing signaling pathways, as well as the mitogen-activated protein kinase (MAPK) signaling pathway, were impaired in the *myd88*^−/−^ endocardium. As the MAPK signaling pathway has been linked with the activated endocardium in both the cardiac resection^63,64^ and cryoinjury^51^ models, we immunostained for phosphoERK (pERK), an indicator of activated MAPK signaling, in *ET(krt4:EGFP)* ventricles and verified its presence in the endocardium at 96 hpci. However, we did not observe statistically significant differences in the pERK^+^ cell area covering the injury between *myd88*^−/−^ and *myd88*^+/+^ siblings (Extended Data Fig. 6a,b), indicating that defective MAPK signaling was not responsible for the endocardial phenotype observed in *myd88*^−/−^ ventricles. This observation is in line with a previous study where lipopolysaccharide treated *Myd88*^−/−^ mice displayed activation of the MAPK signaling pathway^65^.

**Fig. 3:**
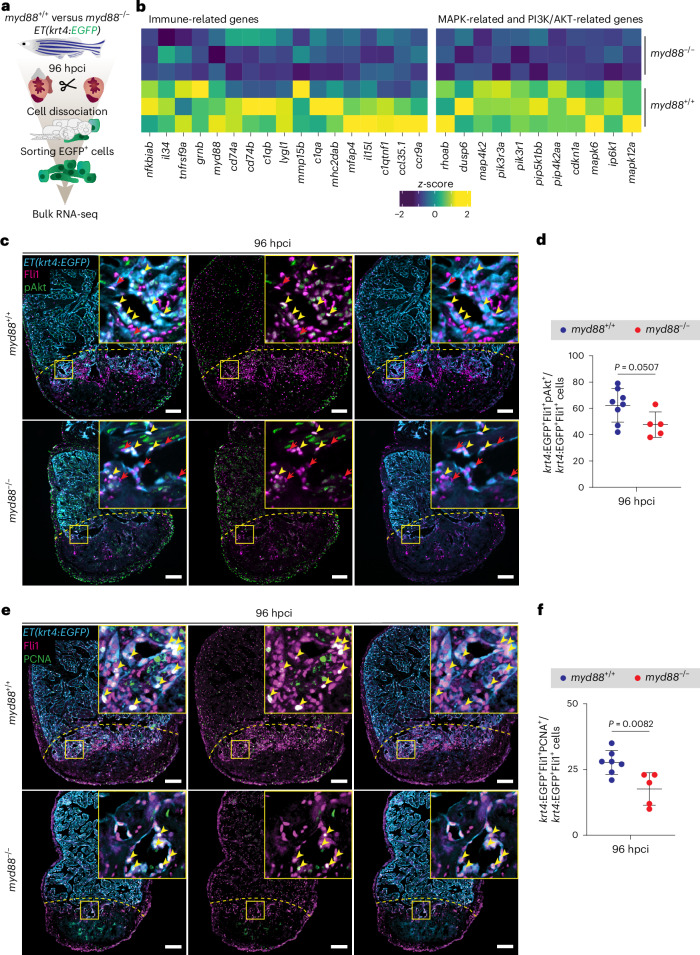
The PI3K/AKT signaling pathway is suppressed in the *myd88*^−/−^ endocardium. **a**, Experimental plan for bulk RNA-seq analysis on sorted endocardial cells from *ET(krt4:EGFP); myd88*^+/+^ and *ET(krt4:EGFP); myd88*^−/−^ ventricles at 96 hpci. **b**, Heatmap showing differential expression of significantly (*P* < 0.05) downregulated genes in the *myd88*^−/−^ endocardium at 96 hpci. **c**, Representative images of immunostaining for EGFP (endocardial cells, blue), Fli1 (endothelial cell nuclei, magenta) and pAkt (phosphoAkt, green) on sections of cryoinjured *ET(krt4:EGFP); myd88*^+/+^ and *ET(krt4:EGFP); myd88*^−/−^ ventricles at 96 hpci. **d,** *krt4*:EGFP^+^Fli1^+^pAkt^+^/*krt4*:EGFP^+^Fli1^+^ cell percentage in *myd88*^+/+^ and *myd88*^−/−^ 50-μm-wide areas on the basal-most side of the injured tissue at 96 hpci. The dots in the graph represent individual ventricles; data are shown as the mean ± s.d.; *n* = 8 *myd88*^+/+^ and *n* = 5 *myd88*^−/−^. Statistical test: Student’s *t*-test. **e**, Representative images of immunostaining for EGFP (endocardial cells, blue), Fli1 (endothelial cell nuclei, magenta) and PCNA (proliferation marker, green) on sections of cryoinjured *ET(krt4:EGFP); myd88*^+/+^ and *ET(krt4:EGFP); myd88*^−/−^ ventricles at 96 hpci. **f**, *krt4*:EGFP^+^Fli1^+^PCNA^+^/*krt4*:EGFP^+^Fli1^+^ cell percentage in *myd88*^+/+^ and *myd88*^−/−^ 50-μm-wide areas on the basal-most side of the injured tissue at 96 hpci. The dots in the graph represent individual ventricles; data are shown as the mean ± s.d.; *n* = 7 *myd88*^+/+^ and n = 5 *myd88*^−/−^. Statistical test: Student’s *t*-test. The yellow dashed lines delineate the injured area; the yellow arrowheads point to *krt4*:EGFP^+^Fli1^+^pAkt^+^ (**c**) and *krt4*:EGFP^+^Fli1^+^PCNA^+^ (**e**) cells; the red arrowheads (**c**) point to *krt4*:EGFP^+^Fli1^+^pAkt^−^ cells. Scale bars, 100 μm. Source data

GSEA and examination of the most differentially expressed genes (DEGs) (Fig. 3b, Supplementary Table 1 and Extended Data Fig. 5a,b) further indicated that activation of the PI3K/AKT pathway is impaired in the *myd88*^−/−^ endocardium. Additionally, GSEA terms related to upstream (ErBB, IGF, VEGF, FGF and NGF pathways) and downstream components (mTOR pathway) of PI3K/AKT signaling were substantially downregulated in the cryoinjured *myd88*^−/−^ endocardium (Extended Data Fig. 5a,b)^64,66–69^. Interestingly, MyD88 signaling can also regulate PI3K/AKT pathway activation^28,70,71^. Hence, we costained for phospho-Akt (pAkt), which indicates activation of PI3K/AKT signaling when present in the nucleus, together with the nuclear endothelial cell marker Fli1 in sections of *ET(krt4:EGFP)* ventricles and found a tendency for reduced activation of the PI3K/AKT pathway in *myd88*^−/−^ endocardial cells at 96 hpci (Fig. 3c,d). Given that PI3K/AKT activation affects cell proliferation^68,72^, we then assessed endocardial proliferation at 96 hpci, when it reaches high levels in WT^55,68^. Notably, we found significantly reduced proliferation in *myd88*^−/−^ endocardial cells at 96 hpci (Fig. 3e,f).

In summary, these findings underscore the critical role of MyD88 in regulating signaling cascades in the injured endocardium. Particularly, we identified impairments in the immune response, in the activation of the PI3K/AKT pathway and in endocardial cell proliferation in cryoinjured *myd88*^−/−^ ventricles.

### MyD88 signaling promotes revascularization and CM repopulation

Revascularization is one of the earliest processes observed in the injured area and it is vital for effective cardiac tissue regeneration^73,74^. Following cryoinjury of the zebrafish ventricle, cECs undergo proliferation and initiate the sprouting of new vessels, both superficially and intraventricularly. While intraventricular revascularization is orchestrated by endocardial vascular endothelial growth factor A signaling, superficial revascularization is partially regulated by Apelin signaling^74^. We found that both endocardial VEGF and Apelin signaling pathways were impaired in cryoinjured *myd88*^−/−^ ventricles (Extended Data Fig. 5a). Additionally, neutrophils, which were significantly reduced in *myd88*^−/−^ ventricles (Fig. 1d,f,g), express VEGF and promote revascularization^42,44,46^. Hence, we used the *Tg(-0.8flt1:RFP)* reporter line, which labels cECs and assessed their proliferation at 96 hpci, when cEC proliferation peaks in cryoinjured WT ventricles^74^. We found that cEC proliferation was significantly reduced at 96 hpci in *myd88*^−/−^ hearts when compared with *myd88*^+/+^ siblings (Extended Data Fig. 7a,b). While cEC proliferation recovered by 7 dpci (Extended Data Fig. 7c,d), coronary vessel coverage in the injured area remained impaired at 7 dpci (Extended Data Fig. 7e,f) in *myd88*^−/−^. Together, these data reveal that revascularization of the injured area was affected in cryoinjured *myd88*^−/−^ ventricles.

During cardiac regeneration in zebrafish, CMs undergo dedifferentiation and proliferation to repopulate the injured tissue^75–77^ and this process is heavily influenced by the microenvironment surrounding the CMs^78^. Given the altered inflammatory and fibrotic environment in cryoinjured *myd88*^−/−^ ventricles, along with the impaired numbers and functions of various cell types that precede CM appearance in the injured area, we decided to assess CM behavior. We observed a significant reduction in CM proliferation in the injury border zone at 96 hpci and 7 dpci in *myd88*^−/−^ cryoinjured ventricles (Fig. 4a–d). We also examined CM proliferation at 14 dpci and dedifferentiation at 96 hpci^79^ but did not find any significant differences (Extended Data Fig. 8a–d). Furthermore, we quantified CM protrusive activity toward the injury at 72 hpci and 7 dpci and found that while the number of protrusions was the same between *myd88*^−/−^ and *myd88*^+/+^ siblings, CM protrusions were shorter in *myd88*^−/−^ ventricles at 7 dpci (Fig. 4e–g). These results highlight the essential role of MyD88 in facilitating efficient CM proliferation and protrusion toward the injured tissue during cardiac regeneration.

**Fig. 4:**
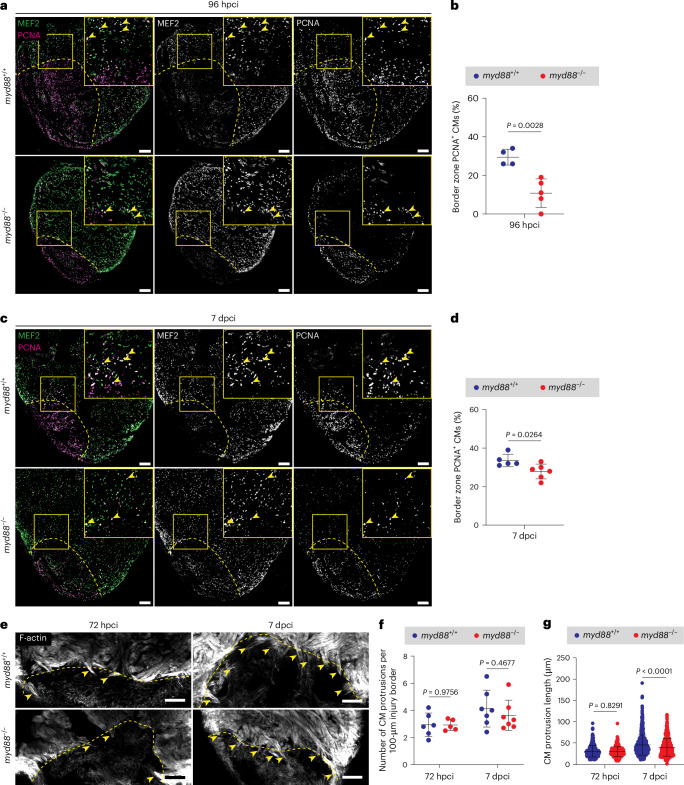
Reduced CM proliferation and reduced length of CM protrusions toward the injured tissue in cryoinjured *myd88*^−/−^ ventricles. **a**,**c**, Representative images of immunostaining for MEF2 (CM nuclei, green) and PCNA (proliferation marker, magenta) on sections of cryoinjured *myd88*^+/+^ and *myd88*^−/−^ ventricles at 96 hpci (**a**) and 7 dpci (**c**). **b**,**d**, Quantification of proliferating CMs in border zone areas (100 μm) at 96 hpci (**b**) and 7 dpci (**d**). The dots in the graphs represent individual ventricles; data are shown as the mean ± s.d.; *n* = 4 *myd88*^+/+^ and *n* = 5 *myd88*^−/−^ (**b**); *n* = 5 *myd88*^+/+^ and *n* = 6 *myd88*^−/−^ (**d**). Statistical tests: Student’s *t*-test. **e**, Representative images of phalloidin staining for F-actin (white) on 50-μm-thick sections of cryoinjured *myd88*^+/+^ and *myd88*^−/−^ ventricles at 72 hpci and 7 dpci. **f**, Quantification of the number of CM protrusions. The dots in the graph represent individual ventricles; data are shown as the mean ± s.d.; *n* = 6 *myd88*^+/+^ and *n* = 5 *myd88*^−/−^ for 72 hpci; *n* = 7 *myd88*^+/+^ and *n* = 7 *myd88*^−/−^ for 7 dpci. Statistical tests: Student’s *t-*test. **g**, Quantification of CM protrusion length. The dots in the graph represent individual CM protrusions; data are shown as the mean ± s.d.; *n* = 366 *myd88*^+/+^ and *n* = 274 *myd88*^−/−^ for 72 hpci; *n* = 633 *myd88*^+/+^ and *n* = 459 *myd88*^−/−^ for 7 dpci. Statistical tests: Mann–Whitney *U*-test. The yellow dashed lines delineate the injured area; the yellow arrowheads point to proliferating (**a**,**c**) and protruding (**e**) CMs. Scale bars, 100 μm. Source data

### Endothelial *myd88* overexpression reverses *myd88*^−/−^ phenotypes

To investigate whether the loss of MyD88 in endothelial cells was the contributing factor for the fibrotic phenotype observed in cryoinjured *myd88*^−/−^ ventricles, we specifically overexpressed (OE) *myd88* in endothelial cells. For this purpose, we generated a *Tg(fli1a:myd88,EGFP)* line that expresses *myd88* and *EGFP* under the control of a bidirectional *fli1a* promoter. As expected, *myd88* expression was increased in transgenic zebrafish when compared with non-transgenic sibling larvae and adult cryoinjured ventricles (Extended Data Fig. 9a), thereby validating the overexpression ability of the tool. In addition, the transgenic EGFP signal colocalized with the endocardial Aldh1a2 signal in cryoinjured ventricles, validating the endothelial-specific expression profile of the *Tg(fli1a:myd88,EGFP)* line (Extended Data Fig. 9b). We analyzed *myd88*^−/−^ and *myd88*^+/+^ siblings carrying the overexpression transgene and found that the previously elevated αSMA^+^ cells (total and intraventricular) (Fig. 2c,d) not only reverted to control levels, but also significantly decreased in cryoinjured *myd88*^−/−^ ventricles at 96 hpci (Fig. 5a,b). To assess whether endothelial-specific *myd88* overexpression could improve the regeneration potential of cryoinjured *myd88*^−/−^ ventricles, we analyzed scars at 30 dpci. Remarkably, *Tg(fli1a:myd88,EGFP)*; *myd88*^−/−^ and *myd88*^+/+^ sibling ventricles were indistinguishable in terms of fibrin abundance and scar area size (Fig. 5c–f). Altogether, these data further indicate that endothelial MyD88 function is critical to limit fibrosis in the regenerating zebrafish heart.

**Fig. 5:**
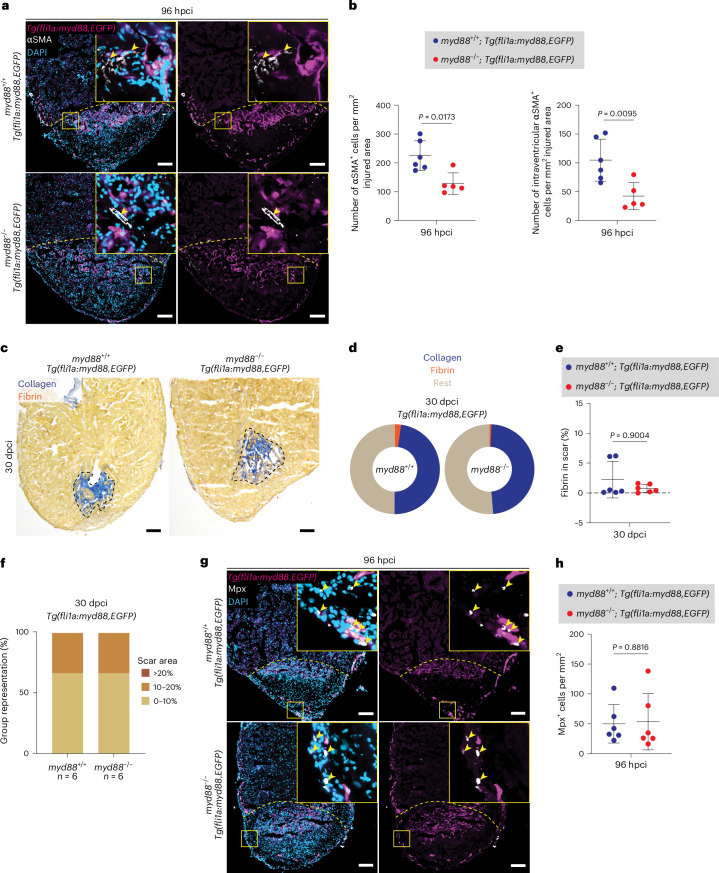
*myd88* overexpression in endothelial cells rescues the fibrotic, scarring and neutrophil phenotypes in cryoinjured *myd88*^−/−^ ventricles. **a**, Representative images of immunostaining for EGFP (endothelial cells, magenta) and αSMA (myofibroblasts, white) with DAPI (DNA marker, blue) counterstaining on sections of cryoinjured *Tg(fli1a:myd88,EGFP*); *myd88*^+/+^ and *Tg(fli1a:myd88,EGFP*); *myd88*^−/−^ ventricles at 96 hpci. **b**, Total number of αSMA^+^ cells and of intraventricular αSMA^+^ cells in *Tg(fli1a:myd88,EGFP); myd88*^*+/+*^ and *Tg(fli1a:myd88,EGFP); myd88*^−/−^ injured tissues at 96 hpci. The dots in the graphs represent individual ventricles; data are shown as the mean ± s.d.; *n* = 6 *Tg(fli1a:myd88,EGFP); myd88*^*+/+*^ and *n* = 5 *Tg(fli1a:myd88,EGFP); myd88*^−/−^. Statistical tests: Student’s *t*-test. **c**, Representative images of AFOG staining on sections of cryoinjured *Tg(fli1a:myd88,EGFP*); *myd88*^+/+^ and *Tg(fli1a:myd88,EGFP*); *myd88*^−/−^ ventricles at 30 dpci. **d**, Pie charts showing the proportion of scar components (collagen, blue; fibrin, red; rest of cells and tissue, light brown) in *Tg(fli1a:myd88,EGFP*); *myd88*^+/+^ and *Tg(fli1a:myd88,EGFP*); *myd88*^−/−^ scars; *n* = 6 *Tg(fli1a:myd88,EGFP); myd88*^*+/+*^ and *n* = 6 *Tg(fli1a:myd88,EGFP); myd88*^−/−^. **e**, Graph showing the percentage of fibrin/scar area at 30 dpci. The dots in the graph represent individual ventricles; data are shown as the mean ± s.d.; *n* = 6 *Tg(fli1a:myd88,EGFP); myd88*^*+/+*^ and *n* = 6 *Tg(fli1a:myd88,EGFP); myd88*^−/−^. Statistical test: Mann–Whitney *U*-test. **f**, Graph showing the representation of groups (*y* axis) of different scar area sizes (different colors) at 30 dpci for cryoinjured *Tg(fli1a:myd88,EGFP*); *myd88*^+/+^ and *Tg(fli1a:myd88,EGFP*); *myd88*^−/−^ ventricles. **g**, Representative images of immunostaining for EGFP (endothelial cells, magenta) and Mpx (neutrophils, white) with DAPI (DNA marker, blue) counterstaining on sections of cryoinjured *Tg(fli1a:myd88,EGFP*); *myd88*^+/+^ and *Tg(fli1a:myd88,EGFP*); *myd88*^−/−^ ventricles at 96 hpci. **h**, Mpx^+^ cell numbers in *Tg(fli1a:myd88,EGFP*); *myd88*^+/+^ and *Tg(fli1a:myd88,EGFP*); *myd88*^−/−^ injured tissues and border zone areas (100 μm) at 96 hpci. The dots in the graph represent individual ventricles; data are shown as the mean ± s.d.; *n* = 6 *Tg(fli1a:myd88,EGFP); myd88*^*+/+*^ and *n* = 6 *Tg(fli1a:myd88,EGFP); myd88*^−/−^. Statistical test: Student’s *t*-test. The yellow dashed lines delineate the injured area; the black dashed lines delineate the scar area; the yellow arrowheads point to αSMA^+^ (**a**) and Mpx^+^ (**g**) cells. Scale bars, 100 μm (**a**,**g**), 200 μm (**c**). Source data

Endothelial cells activate immune-regulatory programs, secrete cytokines and chemokines, and facilitate early immune cell recruitment in response to cardiac injury^14,52,55,80^. They also express MyD88 and components of the MyD88 signaling axis, including TLRs^52,53^. To determine whether *myd88* overexpression in endothelial cells could also restore the low neutrophil levels observed in cryoinjured *myd88*^−/−^ ventricles (Fig. 1d,f,g), we quantified the number of Mpx^+^ cells and found that neutrophil levels were indeed restored at 96 hpci (Fig. 5g,h), indicating that MyD88 function in endothelial cells is sufficient to rescue the neutrophil phenotype. Overall, these endothelial-specific *myd88* overexpression experiments support the model that endothelial-specific MyD88 activation promotes neutrophil recruitment in the cryoinjured heart.

### MyD88-Cxcl18b signaling promotes neutrophil recruitment after cardiac injury

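Messenger RNA from adult zebrafish *myd88*+/+ and *myd88*-/- hearts was sequenced in 3 states, untouched (UT) ventricles and injured tissues at 1 and 24 hours after cryoinjury (hpci), with 2 biological replicates for each of the 6 conditions. Each of the 12 libraries was made from a pool of 3 ventricles or 3 injured tissues, so the spread between replicates is a spread between pools. The authors counted reads on exons of 22736 Ensembl genes of danRer11 after removing duplicate, multimapping, ribosomal and mitochondrial reads, and deposited the counts after dividing them by the DESeq2 size factor of each library and rounding to whole numbers. The normalized total per library lay between 2998177 and 3747891. Before normalization the depth differed more than this. The steps between the lowest values of a library show what 1 read was worth after normalization, and from them the 2 *myd88*+/+ libraries at 24 hpci were estimated to hold 1476827 and 4048504 reads. The other libraries ranged from 3036272 to 4123603 reads. In replicate 1 of *myd88*+/+ at 24 hpci 1 read therefore stood for 2.54 normalized counts, against at most 1.06 in any other library, and 3 reads, taken as the smallest level that could be seen, stood for 7.61. These floors cover counting error only.

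The log2 of each value plus a pseudocount of 1 was tested with limma-trend for the 16643 genes with a mean above 5 over the 12 libraries, with the 6 conditions in a single model so that they shared an estimate of the spread. Genes were called at the thresholds stated in the Methods, an adjusted p-value below 0.05 after Benjamini-Hochberg adjustment and a log2 fold change beyond 0.585 in either direction. The paper made its contrasts with DESeq2 on raw counts, so the same thresholds were applied here to a different test. On simulated data with 12 libraries of these depths, 200 changed genes and a dispersion fixed at 0.05, which was not estimated from the deposited table, the test recovered 83.0% of changes of 2 and 15.7% of changes of 1 on the log2 scale over 20 simulated data sets, and 9.4% of its calls were false, more than the nominal 5%. A comparison of 2 libraries with 2 others cannot reach p < 0.05 in an exact permutation test of a single gene, where the smallest two-sided p is 0.33.

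The mutated gene itself, *myd88* (chromosome 24, 20188914 to 20192996), had 63 and 56 normalized counts in *myd88*+/+ UT ventricles and 32 and 37 in *myd88*-/- UT ventricles. At 1 hpci it had 200 and 171 against 199 and 210, and at 24 hpci 79 and 113 against 43 and 66. The log2 fold change between the genotypes was −0.77 in UT ventricles (standard error 0.28), 0.14 at 1 hpci (standard error 0.28) and −0.81 at 24 hpci (standard error 0.28), and it passed the thresholds in none of the states (limma adjusted p = 0.19, 1.0 and 0.70). With each library left out in turn it stayed between −0.87 and −0.67 in UT ventricles, 0.03 and 0.26 at 1 hpci, and −1.12 and −0.51 at 24 hpci. With limma's array weights, chosen after seeing the data, *myd88* was called in UT ventricles (−0.77, limma adjusted p = 0.02).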

To gain a deeper understanding of the targets of the MyD88 signaling pathway during zebrafish cardiac regeneration, we conducted bulk RNA-seq analysis on *myd88*^−/−^ and *myd88*^+/+^ untouched (UT) ventricles and injured tissues at 1 and 24 hpci (Fig. 6a). As anticipated, we observed decreased expression of several immune-related genes in cryoinjured *myd88*^−/−^ tissues, including *cxcl18b* (Fig. 6b). 

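The 28 genes shown in Fig. 6b were all among the genes tested. The figure's *mmp13a* and *mmp13a_1* correspond to 2 Ensembl genes listed under the symbol *mmp13a*, whose values are uncertain if they share sequence, since multimapping reads had been removed. At 24 hpci the log2 fold change of *myd88*-/- against *myd88*+/+ injured tissues was at or below 0 for all 28 genes, with a median of −0.81 and a range from −3.95 to 0.00. It was a decrease past the fold change threshold for 19 of them. Counted over all 28, both *myd88*-/- libraries were below both *myd88*+/+ libraries in 18. These 18 are not a part of the 19, since they include for example *mmp9* (−0.34). At 1 hpci 23 of the 28 were lower, with a median of −0.68 and a range from −2.70 to 1.02. None of the 28 passed the thresholds over all tested genes at either time point. An unadjusted limma p-value below 0.05 with lower expression in *myd88*-/- was found for 7 genes at 24 hpci and 10 at 1 hpci. Adjusted over the 28 genes alone, 5 passed at 24 hpci and 2 at 1 hpci, but the list holds genes selected on these data, so that these counts carry no independent information.

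The chemokine gene *cxcl18b* (chromosome 1, 49222164 to 49225890, minus strand of danRer11) had 383 and 243 normalized counts in the *myd88*+/+ injured tissues at 24 hpci and 116 and 157 in the *myd88*-/- tissues, means of 313 ± 99.0 and 136.5 ± 29.0 (SD, n = 2 libraries each). The log2 fold change was −1.17 (standard error 0.42), with an unadjusted limma p of 0.018 and an adjusted p of 0.70 over all genes. At 1 hpci the values were 340 and 230 against 195 and 233, a log2 fold change of −0.39 (standard error 0.42, limma adjusted p = 0.95), and the ranges of the genotypes overlapped. With each library left out in turn the log2 fold change stayed between −1.50 and −0.84 at 24 hpci and between −0.67 and −0.11 at 1 hpci. Among the genes of Fig. 6b, the largest decreases at 24 hpci were those of *itln1* (−3.95, standard error 1.07), *adipoqa* (−3.92, standard error 0.68), *tnfa* (−3.44, standard error 0.70) and *ccl34b.9* (−3.42, standard error 0.83), with limma adjusted p of 0.60, 0.18, 0.35 and 0.51. Of these, *adipoqa* and *ccl34b.9* lie within 10 Mb of *myd88* on chromosome 24.

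Over all tested genes, 20 genes were called between the genotypes at 1 hpci (18 lower and 2 higher in *myd88*-/-) and 5 at 24 hpci (2 lower and 3 higher), while 1472 and 853 of 16643 had an unadjusted limma p below 0.05. If no gene changed, about 5% of the tested genes would have such a p, and the count at 24 hpci lies close to that. The alternative that moved the 24 hpci count most was a pseudocount of 5, with which 20 genes were called, among them *tnfa* and *ccl34b.9*. With only the groups compared 0 genes were called at 1 hpci and 0 at 24 hpci, and with limma's array weights 4 and 0. Libraries with the same replicate number deviated from their condition means in opposite directions in the genotypes, with a correlation across genes of −0.13 at 1 hpci and −0.35 at 24 hpci. With the replicate number as a block 11 and 4 genes were called, and with the numbers crossed 8 and 5. The adjusted p of *cxcl18b* with the replicate block was 0.97 at 1 hpci and 0.72 at 24 hpci. From the lower expression in cryoinjured *myd88*-/- tissues in Fig. 6b, the paper states that several immune-related genes, *cxcl18b* among them, are decreased, and goes on to examine *cxcl18b* by RT–qPCR.

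**Figure D1:**
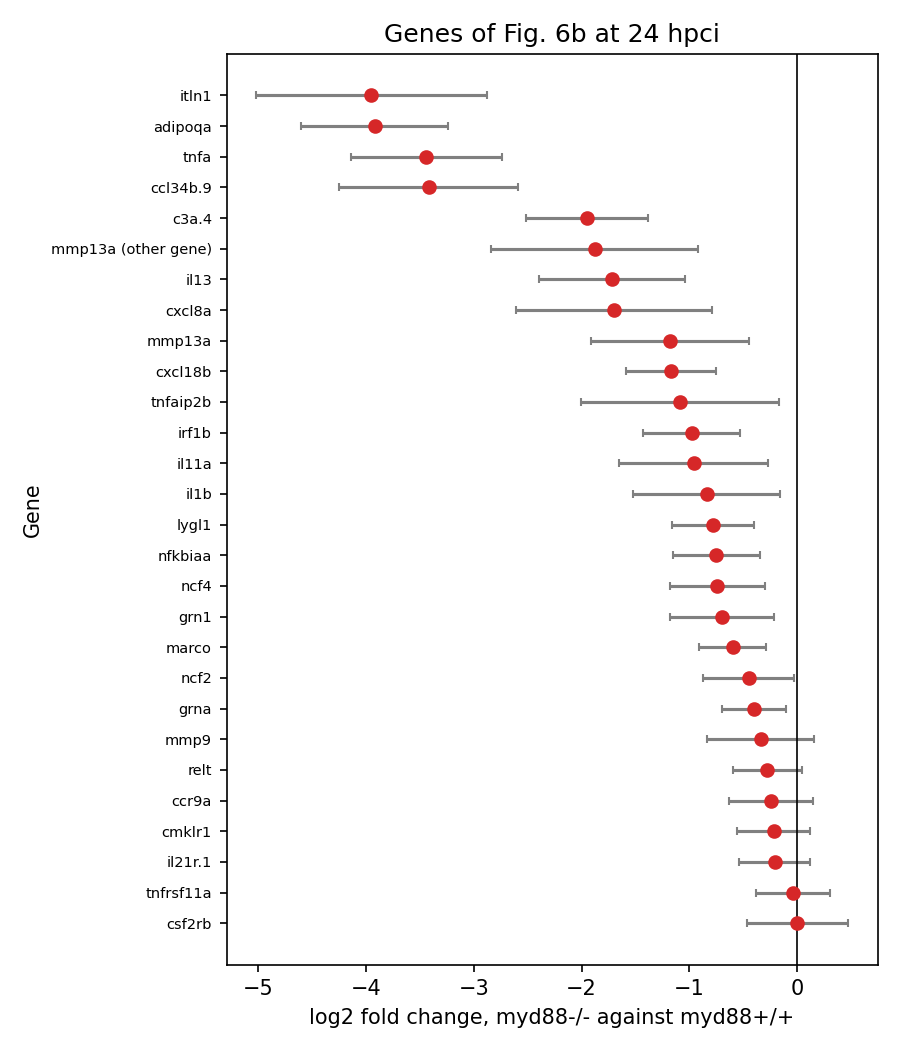
Log2 fold change between *myd88*-/- and *myd88*+/+ injured tissues at 24 hpci for the 28 genes of Fig. 6b (points) with its standard error (bars). The standard error uses the spread shared over all conditions, not that of the 24 hpci libraries alone. The points run from −3.95 to 0.00.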

Through cross-examination of our transcriptomic datasets with publicly available datasets, we found that *cxcl18b* was significantly upregulated (*P*_adj_ < 0.05 and FDR > 1) at early time points after cardiac injury in WT zebrafish^10,81,82^. *cxcl18b* is also upregulated in zebrafish after infection and fin amputation, where it regulates neutrophil recruitment^32,83–85^. 

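In the *myd88*+/+ libraries sequenced here, *cxcl18b* had 283 and 119 normalized counts in UT ventricles. Against these, its log2 fold change was 0.60 in injured tissues at 1 hpci (standard error 0.42, limma adjusted p = 0.41) and 0.73 at 24 hpci (standard error 0.42, limma adjusted p = 0.18), so that the increase did not exceed the spread between replicates at either time point. Leaving out each library in turn gave values from −0.02 to 1.23 at 1 hpci and from 0.11 to 1.35 at 24 hpci, and the extremes came from the 2 UT libraries. The highest values were those without replicate 1 of the UT ventricles and the lowest those without replicate 2. The missing call of *cxcl18b* thus leans on 1 UT library and does not show that the gene was not raised. In the same comparisons 1453 genes were called at 1 hpci (620 lower and 833 higher) and 6648 at 24 hpci (3484 lower and 3164 higher). The UT libraries were made from ventricles and the others from injured tissues. Every comparison with UT ventricles therefore mixes the injury with the part of the heart that was sampled. Of the 28 genes of Fig. 6b, 6 were called higher, 0 lower and 22 not called at 1 hpci. At 24 hpci 20 were called higher and 1 lower (*adipoqa*, −1.98, limma adjusted p = 0.039), and 7 were not called (*cxcl18b*, *il11a*, *il13*, *irf1b*, *relt*, *tnfaip2b* and *tnfrsf11a*). Each of these 7 had more counts in replicate 1 than in replicate 2 of the *myd88*+/+ UT ventricles. The gap was wide for *il11a* (275 and 40) and *irf1b* (517 and 177) and small for *relt* (120 and 91) and *il13* (19 and 14). The public datasets were not analysed here.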

Importantly, a previous study reported that *cxcl18b* upregulation is downstream of MyD88 signaling in infection models^32^; however, the specific role of Cxcl18b during cardiac regeneration remains to be elucidated. Regarding its expression pattern, *cxcl18b* is expressed in caudal hematopoietic and endothelial cells in infected zebrafish larvae^83^ and in endocardial cells in regenerating zebrafish hearts^34^. We used a *Tg(cxcl18b:EGFP)* reporter line^83^ to look more closely at *cxcl18b* expression and observed clear EGFP expression in endocardial and epicardial cells at 24 hpci (Extended Data Fig. 10a).

**Fig. 6:**
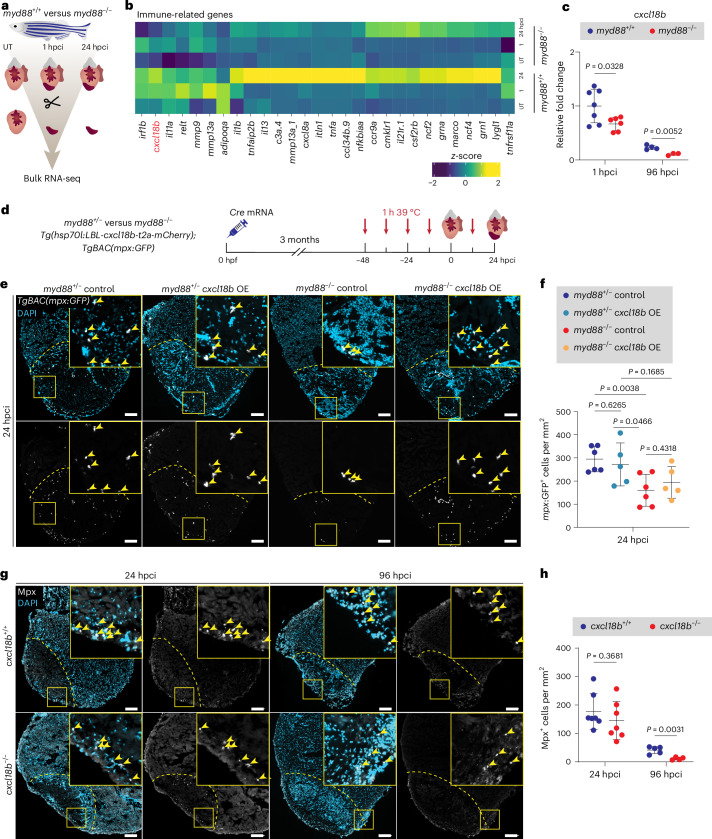
*cxcl18b* is activated by MyD88 signaling and controls neutrophil recruitment. **a**, Experimental plan for bulk RNA-seq analysis on *myd88*^+/+^ and *myd88*^−/−^ UT ventricles and injured tissues at 1 and 24 hpci. **b**, Heatmap showing differential expression of downregulated immune-related genes in *myd88*^−/−^ UT ventricles and injured tissues at 1 and 24 hpci. **c**, RT–qPCR analysis of *cxcl18b* mRNA levels in cryoinjured *myd88*^+/+^ and *myd88*^−/−^ ventricles at 1 and 96 hpci. Data are shown as the mean ± s.d.; *n* = 7 *myd88*^+/+^ and *n* = 6 *myd88*^−/−^ for 1 hpci; *n* = 4 *myd88*^+/+^ and *n* = 3 *myd88*^−/−^ for 96 hpci. Statistical tests: Student’s *t*-test. Ct values are listed in Supplementary Table 3. **d**, Experimental plan for *Cre* mRNA-injected (*cxcl18b* overexpression (OE)) or uninjected (control) *myd88*^+/−^ and *Cre* mRNA-injected (*cxcl18b* OE) or uninjected (control) *myd88*^−/−^ *Tg(hsp70l:LBL-cxcl18b-t2a-mCherry*)*; TgBAC(mpx:GFP)* siblings at 24 hpci. **e**, Representative images of immunostaining for GFP (neutrophils, white) with DAPI (DNA marker, blue) counterstaining on sections of cryoinjured *myd88*^+/−^ control, *myd88*^+/−^ *cxcl18b* OE, *myd88*^−/−^ control and *myd88*^−/−^ *cxcl18b* OE *TgBAC(mpx:GFP)* ventricles at 24 hpci. **f,** *mpx:*GFP^+^ cell numbers in injured tissues and border zone areas (100 μm) at 24 hpci. The dots in the graph represent individual ventricles; data are shown as the mean ± s.d.; *n* = 6 *myd88*^+/−^ control, *n* = 5 *myd88*^+/−^ *cxcl18b* OE, *n* = 6 *myd88*^−/−^ control and *n* = 5 *myd88*^−/−^ *cxcl18b* OE. Statistical tests: Student’s *t*-test. **g**, Representative images of immunostaining for Mpx (neutrophils, white) with DAPI (DNA marker, blue) counterstaining on sections of cryoinjured *cxcl18b*^+/+^ and *cxcl18b*^−/−^ ventricles at 24 and 96 hpci. **h**, Mpx^+^ cell numbers in *cxcl18b*^+/+^ and *cxcl18b*^−/−^ injured tissues and border zone areas (100 μm) at 24 and 96 hpci. The dots in the graphs represent individual ventricles; data are shown as the mean ± s.d.; *n* = 7 *cxcl18b*^+/+^ and *n* = 7 *cxcl18b*^−/−^ for 24 hpci; *n* = 5 *cxcl18b*^+/+^ and *n* = 4 *cxcl18b*^−/−^ for 96 hpci. Statistical tests: Student’s *t*-test. The yellow dashed lines delineate the injured area; the yellow arrowheads point to *mpx:*GFP^+^ (**e**) and Mpx^+^ (**g**) cells. Scale bars, 100 μm. Source data

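The z-scores of Fig. 6b were recomputed over the 6 condition means of each gene. The highest mean of the 28 genes was in *myd88*+/+ injured tissues, at 24 hpci for 22 genes and at 1 hpci for 6. The median z-score was 1.60 in *myd88*+/+ and 0.19 in *myd88*-/- injured tissues at 24 hpci, and −0.43 and −0.53 at 1 hpci. In UT ventricles it was −0.58 and −0.61, and 12 of the 28 genes had a lower mean in *myd88*-/-. Of these, *il11a* and *adipoqa* were called lower, with log2 fold changes of −4.94 (limma adjusted p = 0.0086) and −4.49 (limma adjusted p = 0.012). A z-score has no scale of its own and shows neither the level of a gene nor the spread between the 2 replicates.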

We next investigated *cxcl18b* expression using real-time quantitative polymerase chain reaction (RT–qPCR) and observed clear downregulation in cryoinjured *myd88*^−/−^ ventricles compared with *myd88*^+/+^ siblings (Fig. 6c). We then developed gain-of-function and LOF genetic tools to investigate Cxcl18b function during heart regeneration. As Cxcl18b is a chemokine that attracts neutrophils, we used the gain-of-function tool to determine whether *cxcl18b* overexpression could restore the low neutrophil levels observed in cryoinjured *myd88*^−/−^ ventricles (Fig. 1d,f,g). For this purpose, we generated a *Tg(hsp70l:LBL-cxcl18b-t2a-mCherry)* line, which allows for conditional overexpression of *cxcl18b* under the control of the *hsp70l* promoter upon Cre-mediated recombination using the HOTcre system^86^. To achieve global *cxcl18b* overexpression, we injected transgenic embryos with *Cre* mRNA and performed heat shocks (Extended Data Fig. 10b). Successful overexpression of *cxcl18b* and *mCherry* was observed using RT–qPCR (Extended Data Fig. 10c). We raised *Cre* mRNA-injected (*cxcl18b* overexpression) *myd88*^+/−^ and *myd88*^−/−^ zebrafish and uninjected (control) *myd88*^+/−^ and *myd88*^−/−^ *Tg(hsp70l:LBL-cxcl18b-t2a-mCherry); TgBAC(mpx:GFP)* siblings to adulthood. We then performed heat shocks and cryoinjury and quantified the number of *mpx:*GFP^+^ cells at 24 hpci (Fig. 6d). *Cre* mRNA-mediated recombination was validated by the detection of the recombination marker, mCherry (Extended Data Fig. 10d). While the number of *mpx:*GFP^+^ cells was reduced in control cryoinjured *myd88*^−/−^ ventricles, when we overexpressed *cxcl18b*, there was no significant difference in neutrophil numbers between *myd88*^−/−^ and *myd88*^+/−^ samples, indicating that *cxcl18b* overexpression is sufficient to at least partially rescue the low neutrophil numbers observed in cryoinjured *myd88*^−/−^ ventricles (Fig. 6e,f).

To understand how loss of Cxcl18b might affect neutrophil recruitment during cardiac regeneration, we generated a *cxcl18b* mutant allele using the CRISPR–Cas9 technology. As many chemokines have high sequence homology and to avoid transcriptional adaptation events^87,88^, we specifically generated a full locus deletion allele (Extended Data Fig. 10e). To assess *cxcl18b* expression levels, we performed larval fin fold amputations, which trigger *cxcl18b* upregulation in WT cells^84,85^, and collected larvae 6 hours post amputation (hpa) for RT–qPCR analysis. As anticipated, *cxcl18b* full locus deletion mutants completely lacked *cxcl18b* expression (Extended Data Fig. 10f). To examine whether lack of Cxcl18b could affect neutrophil recruitment in cryoinjured ventricles, we quantified neutrophil abundance at 24 and 96 hpci. Notably, while the Mpx^+^ cell count was unaffected at 24 hpci, there was a significant difference between *cxcl18b*^−/−^ and *cxcl18b*^+/+^ siblings at 96 hpci (Fig. 6g,h).

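Whether the response of *cxcl18b* to cryoinjury differed between the genotypes was tested as an interaction in the same limma model. Each response sets injured tissues against ventricles, so it also holds any difference between the parts sampled. In *myd88*-/- hearts, where UT ventricles had 94 and 167 normalized counts, the log2 fold change against UT ventricles was 0.76 at 1 hpci (standard error 0.42, limma adjusted p = 0.29) and 0.11 at 24 hpci (standard error 0.42, limma adjusted p = 0.87). The difference between this response and that of *myd88*+/+ hearts was 0.16 at 1 hpci (standard error 0.59, limma adjusted p = 1.0) and −0.62 at 24 hpci (standard error 0.59, limma adjusted p = 0.75). Without single libraries it ranged from −0.46 to 0.78 at 1 hpci and from −1.24 to 0.00 at 24 hpci, so that a difference in response was not detectable with 2 replicates. Over all genes, the response was called different for 23 genes at 1 hpci and 8 at 24 hpci, without *cxcl18b*.

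**Figure D2:**
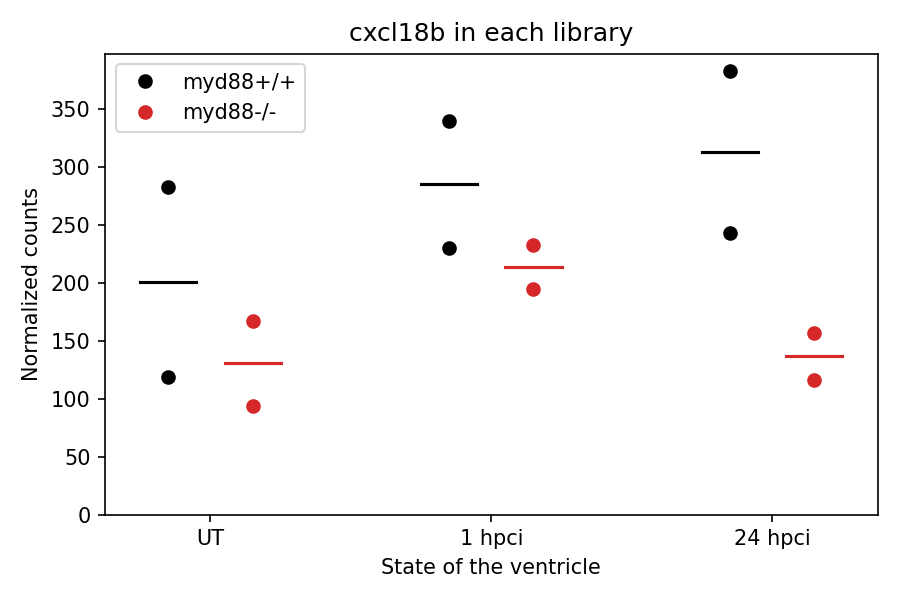
Normalized counts of *cxcl18b* in each of the 12 libraries (points) by state and genotype, with the mean of the 2 replicates (line). The 2 *myd88*-/- libraries at 24 hpci, at 116 and 157, lie below the 2 *myd88*+/+ libraries, at 383 and 243.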

In summary, these findings together indicate that Cxcl18b is a chemokine whose expression is upregulated upon cardiac cryoinjury by MyD88 and is at least partly responsible for neutrophil recruitment to the injured area.

## Discussion

After cardiac injury, the zebrafish heart mounts a robust innate immune response, which is crucial for the regeneration process^9–11^. The precise regulation of this early immune response is essential, underscoring the need for a detailed understanding of its regulators and underlying mechanisms^14^. Key activators of this response are the TLR and IL-1R signaling pathways, which signal predominantly through the adapter protein MyD88 (refs. ^16–19^). While previous studies mostly focused on immune cells to investigate MyD88 function, in this study we examined other cell types of the heart and identified an unexplored function for MyD88: not only does it regulate the inflammatory response, but it also limits the endocardial fibrotic response to injury. Specifically, we observed a significant reduction in pro-inflammatory neutrophil and macrophage populations in cryoinjured *myd88*^−/−^ ventricles. More surprisingly, we also observed in *myd88*^−/−^ ventricles (1) the expansion of a collagen-rich endocardial population, (2) compromised endocardial PI3K/AKT pathway activation, (3) an increased number of myofibroblasts and (4) increased fibrin levels, as well as bigger scars. Our data further revealed that lack of MyD88 signaling impairs CM behavior in the injured area. By endothelial cell-specific overexpression of *myd88*, we showed that it has an essential role in the endothelial response to injury by regulating neutrophil recruitment to the injury site as well as fibrosis. Mechanistically, we identified the chemokine gene *cxcl18b* as a target of the MyD88 signaling pathway that controls neutrophil recruitment (Fig. 7). Overall, these data highlight the beneficial role of MyD88 activation in the regenerative response to cardiac injury in zebrafish and provide insights on how pathways activated very quickly after injury can shape the regenerative outcome.

**Fig. 7:**
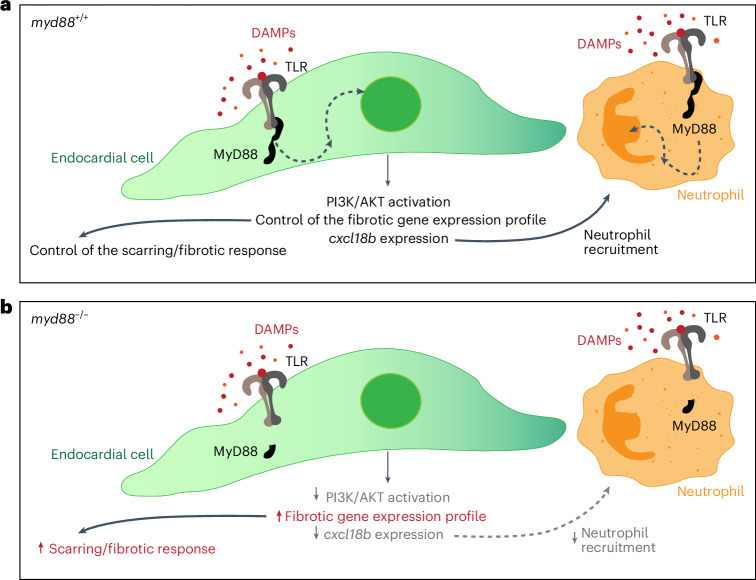
Proposed model for the role of MyD88 in fibrosis and neutrophil recruitment following cardiac cryoinjury in zebrafish. **a**, TLRs (and IL-1Rs) recruit the adaptor molecule MyD88 upon ligand interaction. MyD88 in turn initiates signal transduction, which leads to the activation of several processes. In endocardial cells, PI3K/AKT pathway activation and fibrosis are controlled by the MyD88 signaling pathway. Neutrophil count is also partially affected by the levels of the endocardial chemokine Cxcl18b. Immune cells also activate a MyD88-mediated response leading to several processes, including the recruitment of more immune cells and the manifestation of an inflammatory response. **b**, In *myd88*^−/−^ injured tissues, the MyD88 signaling pathway is not activated and thus, endocardial cells exhibit decreased activation of the PI3K/AKT pathway. *myd88*^−/−^ injured tissues also exhibit decreased levels of the endocardial chemokine gene *cxcl18b* and an increase in features related to fibrosis. In addition, the neutrophil count appears significantly reduced. As the fibrotic and the immune responses are affected, other processes essential for successful regeneration are also impaired, including revascularization and CM proliferation. Source data

While some studies suggested that MyD88 signaling promotes the regenerative process, others reported improved outcomes when MyD88 signaling was blocked^14,20,21^. Our data clearly show that MyD88 is a beneficial molecule for the regenerative process in zebrafish. The discrepancy with studies reporting detrimental effects of MyD88 signaling on regeneration mostly lies in the model used. Specifically, while inflammation is essential in the early stages of regeneration^9–11^, prolonged and excessive inflammation can lead to adverse outcomes^14,20^. In non-regenerative mouse models, inflammation tends to be uncontained; thus, limiting inflammation by blocking MyD88 signaling can enhance the regeneration potential^22–24,89–91^. Accordingly, blocking MyD88 function has been linked with protective effects in experimental settings (for example, endotoxin shock) after lipopolysaccharide administration^23,92,93^. Once again, these data reflect special cases where inflammation is uncontrolled and excessive.

In addition, following *myd88* overexpression in endothelial cells, we successfully reversed the reduced neutrophil number and the enhanced fibrosis phenotypes observed in cryoinjured *myd88*^−/−^ ventricles, indicating that MyD88 is required in endothelial cells for the regenerative response. However, *myd88* overexpression in endothelial cells in cryoinjured *myd88*^+/+^ ventricles did not lead to an increase in neutrophil numbers (Figs. 1g and 5h) or an improvement in the fibrotic response (Figs. 2c–g and 5a–f), indicating that MyD88 signaling is optimally tuned in WT conditions. Studies reported that endothelial-specific MyD88-deficient mice exhibit features of decreased inflammation^94^, while stimulation of the MyD88 pathway in aortic endothelial cells in rabbits promoted inflammation^95^. In light of our data, it will be interesting to investigate in injured mammalian hearts which cells activate MyD88 signaling and the function of the MyD88 pathway in endocardial cells.

Myeloid cells serve as key activators of the MyD88 signaling pathway in response to injury or infection^22,37–40^. The *myd88* LOF mutant used in this study has also been used in the context of larval zebrafish tail fin regeneration, where it was reported that MyD88 controls neutrophil and macrophage recruitment to the wound^37^. In line with these findings, we observed reduced neutrophil and macrophage numbers in cryoinjured *myd88*^−/−^ ventricles. However, we do not anticipate major differences between *myd88*^−/−^ and WT zebrafish in the absence of an insult (injury or infection) that could trigger MyD88 pathway activation. As shown previously, early leukocyte hematopoiesis, migration, basal motility and phagocytosis are not affected by MyD88 deficiency^32,37^. In addition, transcriptomic analysis from uninfected *myd88*^−/−^ and WT embryos did not reveal any differences in immune-related genes other than *myd88*, which was explained by the lower stability of the mutant transcript^32^. In our study, we also did not observe any significant differences in neutrophil count between sham-injured *myd88*^−/−^ and *myd88*^+/+^ ventricles (Extended Data Fig. 1f,g). Altogether, these data indicate that the observed phenotypes in cryoinjured *myd88*^−/−^ ventricles are due to the mutant’s inability to activate the pathway in response to injury rather than to preexisting developmental defects.

We expanded our investigation beyond the conventional activators of the MyD88 signaling pathway, myeloid cells, to explore the impact of the loss of MyD88 function on other cell types. Our transcriptomic analysis pointed to endocardial cells, which in *myd88*^−/−^ ventricles display a fibrotic phenotype. Bulk RNA-seq analysis of endocardial cells revealed impairment in the activation of the MAPK and PI3K/AKT pathways in the *myd88*^−/−^ endocardium. We elected to focus on MyD88 function in the PI3K/AKT pathway because it was more strongly affected and has not been explored as extensively as the MAPK pathway in the endocardial response during cardiac regeneration in zebrafish^51,63,64^. For these and other studies, we then overexpressed *myd88* in endothelial cells in cryoinjured *myd88*^−/−^ ventricles, which led to the reversal of the reduced neutrophil count and the enhanced fibrosis. Taken together, these findings underscore the importance of the MyD88 signaling pathway in endocardial cells and thus support the hypothesis that at least some of the *myd88*^−/−^ phenotypes after cardiac injury could originate mostly in the endocardium. Unlike most myeloid cells, which need to be recruited to the injured tissue, endocardial cells are inherently present and abundant in the heart^36,96^. Additionally, a previous study showed that MyD88 signaling in hematopoietic cells alone was not sufficient to trigger the inflammatory response in the injured mouse heart^97^. Specifically, myocardial infarction in *Myd88*^−/−^ and WT mice reconstituted with WT bone marrow cells led to no differences in cytokine or chemokine levels^97^. Furthermore, endothelial cells activate immune-regulatory programs, secrete cytokines and chemokines, and initiate immune cell recruitment^52,55,80^. They express the *tlr* and *myd88* genes^52,53^ and at least a subgroup of endothelial cells, vascular endothelial cells, rely exclusively on MyD88 for TLR activation^98^. Additionally, signaling cascades commonly activated by MyD88, such as nuclear factor kappa-light-chain-enhancer of activated B cells (NF-κB) and PI3K/AKT, get activated in endothelial cells^69,99^. These studies, together with our data, emphasize the pivotal role of early MyD88 signaling activation in endocardial cells and support the hypothesis that the fibrotic phenotype in cryoinjured *myd88*^−/−^ ventricles initiates in the endocardium.

During cardiac development and regeneration, the endocardium has a crucial role in signaling to CMs^55,100^, while the ECM supports CM behavior^101–103^. Given the altered inflammatory and fibrotic environment observed in cryoinjured *myd88*^−/−^ ventricles, along with the impaired endocardial response preceding CM appearance in the injured area, we investigated CM behavior. Our findings revealed decreased CM proliferation and reduced CM protrusion length in cryoinjured *myd88*^−/−^ ventricles. We hypothesize that the *myd88*^−/−^ CM environment is not sufficiently permissive for CM protrusions to extend as they do in *myd88*^+/+^ siblings. However, we cannot exclude the possibility that CMs also activate MyD88 signaling, as activity of NF-κB, a MyD88 target, has also been reported in CMs^104^. Unfortunately, our scRNA-seq analysis did not manage to capture a CM population; similar challenges with CM populations have been reported in other transcriptomic studies^36,105^. In addition, it is probable that epicardial cells also activate MyD88 signaling during cardiac regeneration in zebrafish. The number of superficially localized αSMA^+^ cells, presumably of epicardial, fibroblast and perivascular origin, was also elevated in cryoinjured *myd88*^−/−^ ventricles (Extended Data Fig. 2e). To draw more definitive conclusions about the role of MyD88 in CMs, epicardial cells and other cardiac cell populations, additional cell type-specific studies will need to be performed.

Our data also reveal that the expression of Cxcl18b, a neutrophil chemoattractant produced in the endocardium, is induced after MyD88 activation. Notably, we observed that *cxcl18b* overexpression partially rescued the reduced neutrophil count in cryoinjured *myd88*^−/−^ ventricles (Fig. 6e,f). Neutrophil recruitment via Cxcl18b was previously reported not to be dependent on the dosage of Cxcl18b because receptor saturation might occur or neutrophils might not be able to get stimulated further^83^. Our inability to fully rescue neutrophil numbers with *cxcl18b* overexpression might, at least in part, be due to these issues or the involvement of other chemoattractants. We also generated a *cxcl18b* full locus deletion allele and showed that homozygous mutants displayed significantly reduced neutrophil numbers at 96 hpci. As there was no clear difference in neutrophil count at 24 hpci between cryoinjured *cxcl18b*^−/−^ and *cxcl18b*^+/+^ ventricles, we again speculate that Cxcl18b is one of several chemokines secreted after injury and required for neutrophil recruitment^83^, and that its absence alone is not sufficient to trigger a difference at early time points.

In summary, our findings highlight the crucial role of MyD88 signaling in cardiac regeneration. We propose that MyD88 regulates both the inflammatory and fibrotic responses and that its early activation in the endocardium is vital for successful regeneration. Additionally, we identified the chemokine Cxcl18b as a target of MyD88 signaling that contributes to neutrophil recruitment. Gaining a deeper understanding of the early innate immune mechanisms activated in the injured heart is of vital importance because they can influence subsequent processes and thereby impact the regenerative outcome. In addition, a comprehensive understanding of the MyD88 pathway’s contribution to the regenerative response will determine whether targeting a molecule of the innate immune system could be considered as a treatment target to limit pathogenesis in cardiovascular diseases.

## Methods

### Zebrafish husbandry and handling

Zebrafish larvae were raised under standard conditions. Adult fish were maintained in 3.5-l tanks at a stock density of ten fish per liter with the following parameters: water temperature, 27–27.5 °C; light–dark cycle, 14:10; pH, 7.0–7.5; conductivity, 750–800 µS cm^−2^. Zebrafish were fed 3–5 times a day, depending on age, with granular and live food (*Artemia salina*). Health monitoring was performed twice a year. All procedures performed on animals conformed to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes and were approved by the Animal Protection Committee (Tierschutzkommission) of the Regierungspräsidium Darmstadt (reference nos. B2/1218 and B2/1229).

### Zebrafish lines

The following mutant and transgenic lines were used: *myd88*^*hu3568*^ (ref. ^32^), *cxcl18b*^*bns683*^ (this study), *TgBAC(mpx:GFP)*^*i114*^ (ref. ^106^), *Tg(mpeg1:EGFP)*^*gl22*^ (ref. ^107^), *ET(krt4:EGFP)*^*sqet33-1A*^ ref. ^108^, abbreviated as *ET(krt4:EGFP)*, *Tg(-0.8flt1:RFP)*^*hu5333*^ (ref. ^109^), *Tg(fli1a:myd88,EGFP)*^*bns703*^ (this study), *Tg(cxcl18b:EGFP)*^*ibl150*^ (ref. ^83^) and *Tg(hsp70l:loxP-TagBFP-loxP-cxcl18b-t2a-mCherry)*^*bns660*^ (this study), abbreviated as *Tg(hsp70l:LBL-cxcl18b-t2a-mCherry)*.

### Generation of zebrafish mutant and transgenic lines

Sequence analysis for the generation of new lines was performed using the ApE software (v.2.0.61). To generate the *cxcl18b*^*bns683*^ full locus deletion allele, the CRISPR–Cas9 technology was used, as described previously^110–112^. The single-guide RNAs (sgRNAs) GGAAAGTTACAAGGAAATGC and GGAAGTTTGGATGATTCTAA were designed with a CRISPR design tool (https://www.crisprscan.org/) targeting sequences upstream and downstream of the 5′ and 3′ untranslated regions, respectively. sgRNAs were transcribed using a MEGAshortscript T7 Kit (Thermo Fisher Scientific) and later purified with the RNA Clean & Concentrator Kit (Zymo Research). Then, 50 pg of each sgRNA were coinjected with 100 pg of *cas9* mRNA into zebrafish one-cell-stage WT embryos. Injected embryos were raised to adulthood and later screened for founder identification. To detect the full locus deletion allele, we performed PCR using the forward 5′-GTACCCTGGTTAATGACTAATCCTAGTT-3′ and reverse 5′-AGCTGATCAGAACGCACAGTAACG-3′ primers, leading to a 310-bp product. To detect the WT allele, we performed PCR using the forward 5′- ATCCACAAAAACAGCAGGGC-3′ and reverse 5′- CATCTTCAGCGAGTCGGTGT-3′ primers, leading to a 739-bp product.

To generate the *Tg(fli1a:myd88,EGFP)*^*bns703*^ line, in which a bidirectional *fli1a* promoter drives the expression of both *myd88* and *EGFP*, we modified the *fli1a:mCherry,EGFP* construct provided by C. Helker. The *myd88* coding sequence was cloned and subsequently used to replace the *mCherry* coding sequence. Cloning was performed using the In-Fusion HD Cloning Kit (Takara Bio). Then, 10 pg of the final construct were coinjected with 25 pg of *Tol2* mRNA into zebrafish one-cell-stage WT embryos. Injected embryos positive for EGFP were raised to adulthood and later screened for founder identification.

To generate the *Tg(hsp70l:loxP-TagBFP-loxP-cxcl18b-t2a-mCherry)*^*bns660*^ line, the *hsp70l:loxP-TagBFP-loxP-il11ra*-*t2a*-*mCherry* construct was modified^59^. The *cxcl18b* coding sequence was cloned and subsequently used to replace the *il11ra* coding sequence. Cloning was performed using the In-Fusion HD Cloning Kit. Then, 10 pg of the final construct were coinjected with 25 pg of *Tol2* mRNA into zebrafish one-cell-stage WT embryos. Injected embryos were heat-shocked and embryos positive for TagBFP were raised to adulthood and later screened for founder identification. To induce recombination, 12.5 pg of *Cre* mRNA were injected into *Tg(hsp70l:loxP-TagBFP-loxP-cxcl18b-t2a-mCherry)* one-cell-stage embryos. *Cre* mRNA-injected embryos were heat-shocked and embryos positive for *mCherry* were raised to adulthood.

### Cardiac cryoinjury and heat shock treatments

Cardiac cryoinjury was performed in adult zebrafish hearts as described previously^3–5^. Zebrafish were briefly anesthetized with tricaine and transferred on a wet sponge with their ventral side up. A small incision was made on the chest area exposing the heart. A cryoprobe precooled in liquid nitrogen was applied to the ventricular apex until thawing. Cryoinjured fish were transferred into fresh system water and left to recover. Heat shock treatments to induce the expression of the *hsp70l*-driven transgene *Tg(hsp70l:loxP-TagBFP-loxP-cxcl18b-t2a-mCherry)* were performed by incubating the adult fish or the embryos in preheated system or egg water (39 °C) for 1 h. Several heat shocks were performed as described in the corresponding experimental plans. It is important to note that heat shock alone, as a stress response, can promote an immune response, including the influx of inflammatory cells^113,114^, potentially explaining the discrepancy in neutrophil count in cryoinjured ventricles observed with (Fig. 6f) and without (Fig. 1g) heat shock treatments.

### Histological analysis and imaging

For the histological analysis, zebrafish hearts were fixed in 4% paraformaldehyde for 1 h at room temperature and then preserved overnight in 30% (w/v) sucrose solution prepared in 1× PBS at 4 °C. Hearts samples were embedded in O.C.T. (Tissue-Tek) and stored at −80 °C until further use. Eight and 50-μm-thick cryosections were collected on SuperFrost Plus slides (Thermo Fisher Scientific) using the Leica CM1950 cryostat and stored at −20 °C.

For AFOG staining, slides were thawed for 15 min at room temperature, rinsed twice with 0.1% Triton X-100 in 1× PBS to remove O.C.T., incubated in Bouin’s solution for 2 h at 60 °C and then stained according to the manufacturer’s instructions (AFOG staining kit, BioGnost) and without hematoxylin solution^59^. Stained slides were imaged using a Nikon SMZ25 stereo microscope coupled with a Nikon Digital Sight DS-Ri1 camera.

For immunofluorescence staining, slides were thawed for 15 min at room temperature, rinsed twice with 0.1% Triton X-100 in 1× PBS to remove O.C.T. and permeabilized with 0.5% Triton X-100 in 1× PBS for 20 min (2 h for 50-μm-thick cryosections) at room temperature. Cryosections were then incubated in blocking buffer solution (1× PBS, 2% (v/v) goat serum, 0.2% Triton X-100 and 1% dimethyl sulfoxide) for 1 h at room temperature. Then, cryosections were incubated with primary antibodies in blocking buffer solution overnight at 4 °C, rinsed three times every 10 min with 0.1% Triton X-100 in 1× PBS and incubated with secondary antibodies in blocking buffer solution for 3 h at room temperature. Lastly, immunostained cryosections were rinsed three times every 10 min with 0.1% Triton X-100 in 1× PBS, incubated in DAPI (1:10,000 dilution, Sigma-Aldrich) for 5 min at room temperature and mounted with fluorescence mounting medium (cat. no. S3023, Agilent Dako) for imaging. MEF2, PCNA, pAkt and pERK immunostaining was performed as described previously^73^. MEF2 and pERK immunostaining was supplemented with an additional step after O.C.T. removal, which consisted of antigen retrieval in 10 mM sodium citrate buffer with 0.05% (v/v) Tween-20 (all from Sigma-Aldrich), pH 6.0, for 7 min at 95 °C.

Primary antibodies used were: anti-GFP at 1:500 dilution (chicken, cat. no. GFP-1010, Aves Labs); anti-αSMA at 1:200 dilution (rabbit, cat. no. GTX124505, GeneTex); anti-Fli1 (clone EPR4646) at 1:100 dilution (rabbit, cat. no. ab133485, Abcam); anti-pAkt (clone 6F5) at 1:200 dilution (mouse, cat. no. 05-1003, Sigma-Aldrich); anti-PCNA (clone PC10) at 1:200 dilution (mouse, cat. no. sc-56, Santa Cruz Biotechnology); anti-MEF2 at 1:100 dilution (rabbit, cat. no. DZ01398, Boster Bio); anti-Mpx at 1:200 dilution (rabbit, cat. no. GTX128379, GeneTex); anti-Aldh1a2 (clone G-2) at 1:100 dilution (mouse, cat. no. sc-393204, Santa Cruz Biotechnology); anti-Aldh1a2 at 1:200 dilution (rabbit, cat. no. GTX124302, GeneTex); anti-zf-Cdh5 at 1:100 dilution (rabbit, cat. no. AS-55715, AnaSpec); anti-pERK (clone D13.14.4E) at 1:100 dilution (rabbit, cat. no. 4370S, Cell Signaling Technology); anti-RFP at 1:200 dilution (rabbit, cat. no. 600-401-379, Rockland Immunochemicals); N2.261 at 1:20 dilution (mouse, developed by H. M. Blau and obtained from the Developmental Studies Hybridoma Bank); and anti-DsRed at 1:200 dilution (recognizing mCherry, Living Colors, rabbit, cat. no. 632496, Takara Bio). Secondary antibodies used (all at 1:500 dilution) were: anti-chicken IgG (H+L) Alexa Fluor 488 (goat, cat. no. A-11039, Invitrogen); anti-mouse IgG (H+L) Alexa Fluor 488 (goat, cat. no. A-11029, Invitrogen); anti-mouse IgG (H+L) Alexa Fluor 568 (goat, cat. no. A-11004, Invitrogen); and anti-rabbit IgG (H+L) Alexa Fluor 647 (goat, cat. no. A-21244, Invitrogen). Phalloidin-Alexa Fluor 568 (cat. no. A12380, Thermo Fisher Scientific) was used at a 1:200 dilution. Imaging was performed using a ZEISS LSM 800 Observer inverted confocal microscope, a ZEISS Cell Observer Spinning Disk inverted confocal microscope, a ZEISS Axioscan 7 microscope, a Nikon Ni-E Eclipse widefield microscope equipped with a SlideExpress 2 slideloader (Märzhäuser), a SOLA Light Engine (Lumencor) and a DS-Qi2 Mono Digital Microscope Camera (Nikon). For the ZEISS and Nikon microscopes, the ZEN Blue Edition and NIS-AR software v.5.3 were used, respectively. Wholemount ventricle imaging was performed using a Nikon SMZ25 microscope coupled with a Nikon Digital Sight DS-Ri1 camera and the NIS-Elements v.4.30 software.

### Quantification and statistical analysis

Quantification was done in two or three non-consecutive sections per ventricle and with the ZEN Blue Edition software. Quantification of the *mpx*:GFP^+^, *mpeg1*:EGFP^+^ and Mpx^+^ cell numbers was performed in the injured tissue and in peripheral border zone areas (100 μm). The *mpx*:GFP^+^ cell number analysis for the *myd88*^+/−^ control condition (Fig. 6e,f) was performed separately. Quantification of the total αSMA^+^ cell number was performed in the injured tissue, and of the intraventricular αSMA^+^ cell number was performed in the injured tissue excluding the superficial/peripheral αSMA^+^ cells (that is, quantification was based on cell localization and not on the presence of an additional cell marker). Quantification of intraventricularly localized αSMA^+^ cells did not include double-positive αSMA^+^ *krt4*:EGFP^+^ cells for the following reasons: (1) the endocardium has not fully extended into the injured tissue at 96 hpci (the time point of our analysis), as indicated by *krt4*:EGFP^+^ expression, and (2) even though αSMA^+^ cells can derive from the endocardium, it is not known how long they retain the expression of endocardial markers. The αSMA^+^ cell number analysis displayed in Fig. 2d is the result of two independent experiments, each of which contained samples of both genotypes from the same batch. For the endocardial pAkt activation and proliferation analysis, the percentage of pAkt^+^ and PCNA^+^ endocardial cells was calculated as a ratio of the total number of endocardial cells (*krt4*:EGFP^+^Fli1^+^) in a 50-μm wide area on the basal-most side of the injured tissue, as described previously^55^. For the *krt4*:EGFP^+^, Cdh5^+^ and pERK^+^ cell area analysis, the fluorescent area within the injured tissue was measured and then divided by the total injured tissue area. For the CM dedifferentiation and proliferation analysis, the percentage of N2.261^+^ and PCNA^+^ CMs was calculated as a ratio of the total number of CMs (MEF2^+^) in peripheral border zone areas (100 μm). CM protrusions and protrusion lengths were measured in two non-consecutive 50-μm-thick cryosections with the largest injured area from each heart. The start of the protrusions was defined as the injury border and the end of the protrusions as the point where the F-actin signal disappeared in the injured tissue, as described previously^77^. All protrusions measured were extending toward the injured tissue. For the cEC proliferation analysis, the percentage of PCNA^+^ cECs was calculated as a ratio of the total number of cECs (*-0.8flt1*:RFP^+^) in the injured tissue and in peripheral border zone areas (200 μm). For the coronary vessel coverage analysis, the percentage of the fluorescence intensity was calculated as a ratio of the background fluorescence in the injured tissue using ImageJ (v.1.53c) in wholemount images. For the scar area analyses, scar areas were selected based on the combined occurrence of collagen and fibrin within the ventricle. The average of the ratio of the 2–3 biggest scar areas to the total ventricular areas were calculated using ImageJ (v.1.53c). Percentages of scar areas (relative to ventricular areas) were then grouped based on their size. Fibrin and collagen measurements were performed as described previously^62^.

All statistical analyses were performed in GraphPad Prism (v.9). Distribution of data in each group was assessed using the Shapiro–Wilk normality test. Data that were normally distributed were further analyzed with a two-tailed Student’s *t*-test. Data that were not normally distributed were further analyzed with a two-tailed Mann–Whitney *U*-test. The significance level was set to 0.05 for all tests. The exact *P* values are indicated in the figures. The error bars in the figures represent the mean ± s.d.

### Tissue dissociation and cell sorting

For the scRNA-seq experiment, cardiac cells were isolated from a pool of four *myd88*^+/+^ and four *myd88*^−/−^ ventricles, and for the endocardial bulk RNA-seq experiment from a pool of four *ET(krt4:EGFP); myd88*^+/+^ and four *ET(krt4:EGFP); myd88*^−/−^ ventricles for each sample. Cell isolation was performed according to the manufacturer’s instructions (Pierce Primary Cardiomyocyte Isolation Kit, cat. no. 88281, Thermo Fisher Scientific) and with the following modifications: incubation was performed at 30 °C for 20 min, followed by resuspension in 1× Hanks’ Balanced Salt Solution (cat. no. 14175053, Gibco) with 0.25% BSA. The cell suspension was passed through a round bottom polystyrene test tube fitted with a 35-µm nylon mesh filter cap (Falcon, cat. no. 352235, Corning). DAPI (cat. no. D954, Sigma-Aldrich) was added before sorting. For the scRNA-seq experiment, resuspended cells were sorted using a BD FACSAria III Cell Sorter (BD Biosciences) equipped with a 100-µm nozzle and at an instrument pressure setting of 20 psi. Dead cells were excluded using DAPI excited by a 30-mW 405-nm laser paired with a 450/50-nm band-pass filter. For the endocardial bulk RNA-seq experiment, resuspended cells were sorted using an Invitrogen Bigfoot Spectral Cell Sorter (Thermo Fisher Scientific) equipped with a 100-µm nozzle tip and at an instrument pressure setting of 20 psi. Dead cells were excluded using DAPI excited by a 100-mW 355-nm laser paired with 455/14-nm band-pass filter. EGFP fluorescence was measured with a 100-mW 488-nm excitation paired with a 530/30-nm band-pass filter. Sorted EGFP^+^ cells were resuspended in ice-cold QIAzol Lysis Reagent (QIAGEN), flash-frozen in liquid nitrogen and kept at −80 °C until RNA extraction. Cytometric data were recorded using the FACSDiva software v.8.0.1 (BD Biosciences) and the Sasquatch software v.1.19.2 (Thermo Fisher Scientific). The .fcs files were analyzed using FlowJo v.10.8.1 (BD Life Sciences).

### scRNA-seq analysis

For the scRNA-seq experiment, cells were counted with a Moxi cell counter and diluted according to the manufacturer’s protocol to obtain 10,000 single-cell data points per sample. Each sample was run separately on a lane in a Chromium controller with the Chromium Next GEM Single Cell 3′ Reagent Kits v.3.1 (10x Genomics). scRNA-seq library preparation was done using a standard protocol. Sequencing was done on NextSeq 2000 system and raw reads were aligned against the zebrafish genome (DanRer11) and counted using STARsolo^115^ followed by secondary analysis in annotated data format. Preprocessed counts were further analyzed using Scanpy^116^. Basic cell quality control was conducted by taking the number of detected genes and mitochondrial content into consideration. We removed 32 cells that did not express more than 300 genes or had a mitochondrial content greater than 10%. Furthermore, we filtered 7,823 genes if they were detected in fewer than 30 cells (<0.01%). The raw counts per cell were normalized to the median count over all cells and transformed into log space to stabilize variance. We initially reduced the dimensionality of the dataset using principal component analysis, retaining 50 principal components. Final data visualization was done using the scVelo^117,118^ and CELLxGENE packages.

### Bulk RNA-seq analysis

For bulk RNA-seq of endocardial cells (Fig. 3a), RNA was isolated from the fluorescence-activated cell-sorted endocardial cells using the miRNeasy Micro Kit (QIAGEN) combined with on-column DNase digestion (RNase-free DNase Set, QIAGEN) to avoid contamination by genomic DNA (gDNA). Subsequent RNA quality control analysis, complementary DNA (cDNA) preparation and sequencing were performed by Novogene. mRNA was purified from total RNA with poly-T oligo-attached magnetic beads, went through fragmentation and cDNA was synthesized. Trimmomatic^119^ was used to trim the reads. Reads longer than 15 nucleotides after trimming were kept and aligned to the Ensembl zebrafish genome v.danRer11 (Ensembl release 109) with STAR aligner (v.2.7.10a)^115^. Alignments were filtered with the Picard tool (v.3.0.0) to remove duplicates, multimapping, ribosomal or mitochondrial reads. Gene counts were generated using the featureCounts tool (v.2.0.4), taking all reads overlapping annotated exons into account and excluding those overlapping multiple genes^120^. Finally, the raw count matrix was normalized and contrasts were created and analyzed using DESeq2 (v.1.36.0)^121^. Genes were classified as significantly differentially expressed at an average count greater than five, multiple testing *P*_adj_ < 0.05 and −0.585 < log_2_ fold change > 0.585. Heatmaps with DEGs were obtained using the WIlsON^122^. To perform GSEA, we used the Python package gseapy^123^. As gene sets, we used 162 custom *Danio rerio* mapped gene sets from reactome and 3,023 gene sets from Gene Ontology. Gene ranking was performed according to the DESeq-derived *P*_adj_ multiplied by the direction (+ or −) of the log_2_ fold change. The GSEA analysis was run for gene sets with a min_size = 5, max_size = 1,000 and permutation_num = 1,000. From the resulting lists, representative sets were selected.

For bulk RNA-seq of untouched ventricles and injured tissues (Fig. 6a), RNA was isolated from three pooled ventricles or three pooled injured tissues per sample using the miRNeasy Micro Kit (QIAGEN) combined with on-column DNase digestion (RNase-free DNase Set, QIAGEN) to avoid contamination by gDNA. Two biological replicates were prepared for each condition. RNA and library preparation integrity were verified with LabChip Gx Touch 24 Analyzer (PerkinElmer). 400 ng of total RNA was used as input for the VAHTS Stranded mRNA-seq Library Preparation V6 according to the manufacturer’s protocol (Vazyme). Sequencing was performed on an NextSeq 500 instrument (Illumina) using v2 chemistry with 1 × 75-bp single end setup. Trimmomatic v.0.39 was used to trim reads after a quality drop below a mean of Q15 in a window of five nucleotides, keeping only filtered reads longer than 15 nucleotides^119^. Reads were aligned against the Ensembl zebrafish genome v.danRer11 (Ensembl release 99) with STAR v.2.7.3a^115^. Alignments were filtered with Picard v.2.21.7 to remove duplicates, multimapping, ribosomal or mitochondrial reads. Gene counts were established with featureCounts v.1.6.5 aggregating reads overlapping exons, excluding those overlapping multiple genes^120^. The raw count matrix was normalized with DESeq2 v.1.26.0 (ref. ^121^). Contrasts were created with DESeq2 based on the raw count matrix. Genes were classified as significantly differentially expressed at average count greater than five, multiple testing *P*_adj_ < 0.05 and −0.585 < log_2_ fold change > 0.585. Heatmaps with DEGs were obtained using WIlsON^122^.

### RT–qPCR

For RT–qPCR, RNA was extracted from three pooled cryoinjured tissues (1 hpci) and ventricles (96 hpci) (Fig. 6c) or from single larvae (Extended Data Fig. 9a and Extended Data Fig. 10c,f) or from single cryoinjured ventricles (96 hpci) (Extended Data Fig. 9a) per biological replicate using the TRIzol Reagent (Thermo Fisher Scientific) using the phenol–chloroform extraction protocol. Total RNA was purified with the RNA Clean & Concentrator Extraction Kit (Zymo Research) according to the manufacturer’s instructions. At least 250 ng of total RNA per sample was reverse-transcribed with the Maxima First Strand cDNA Synthesis Kit (Thermo Fisher Scientific) according to the manufacturer’s instructions. All reactions were performed with three technical replicates using the SYBR Green PCR Master Mix (Thermo Fisher Scientific) on the CFX Connect Real-Time System (CFX Manager 3.1, Bio-Rad Laboratories) and with the following program: preamplification at 95 °C for 7 min followed by 39 cycles of amplification at 95 °C for 5 s and 60 °C for 20 s, using a melting curve from 60 to 92 °C with an increment of 1.0 °C every 5 s. Gene mRNA levels were normalized against the *rpl13a* mRNA levels and fold changes were calculated using the $$2-^{\Delta\Delta_{\mathrm{Ct}}}$$ method. The RT–qPCR primer sequences are listed in Supplementary Table 2. The average Ct values of the RT–qPCR are listed in Supplementary Table 3.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information Supplementary Figs. 1 and 2, Tables 1–3, Methods and References.

Reporting Summary

## Source data

Source Data Statistical source data for Figs. 1–7 and Extended Data Figs. 1–10.

## Data Availability

The scRNA-seq, RNA-seq of endocardial cells and RNA-seq of untouched ventricles and injured tissues data reported in this study have been deposited in the Gene Expression Omnibus under accession nos. GSE262247, GSE262351 and GSE262169, respectively.

# Supplementary material for: The innate immune regulator MyD88 dampens fibrosis during zebrafish heart regeneration
**Source:** Nat Cardiovasc Res. 2024 Sep 13;3(9):1158–76. doi: 10.1038/s44161-024-00538-5
**Supplement:** Supplementary file 1 — Supplementary Figs. 1 and 2, Tables 1–3, Methods and References.

# The innate immune regulator MyD88 dampens fibrosis during zebrafish heart regeneration

---

In the format provided by the  
authors and unedited

**TABLE OF CONTENTS**

SUPPLEMENTARY FIGURES .....2

SUPPLEMENTARY FIGURE LEGENDS.....4

REFERENCES.....4

TABLES .....5

# SUPPLEMENTARY FIGURES

## Supplementary Fig. 1

a

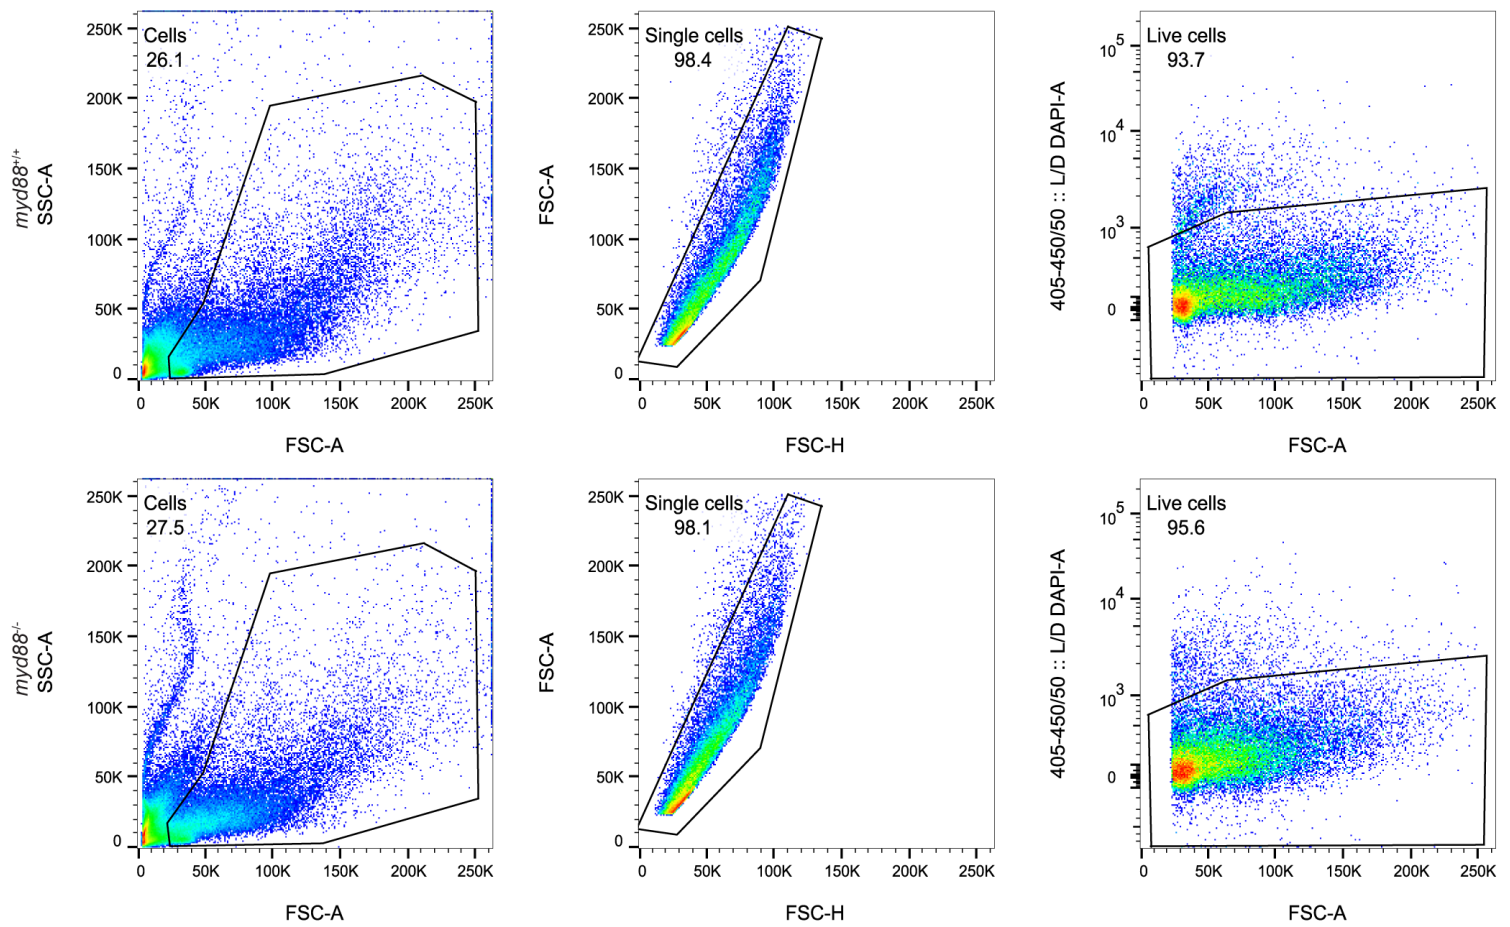

b

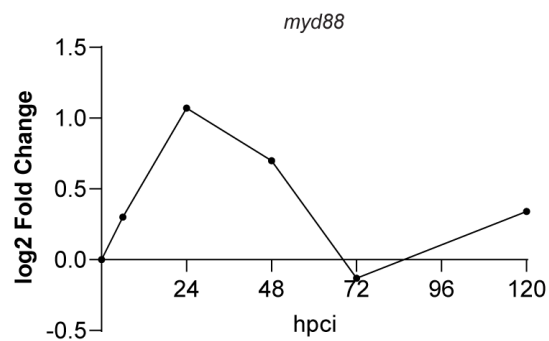

**Supplementary Fig. 2**

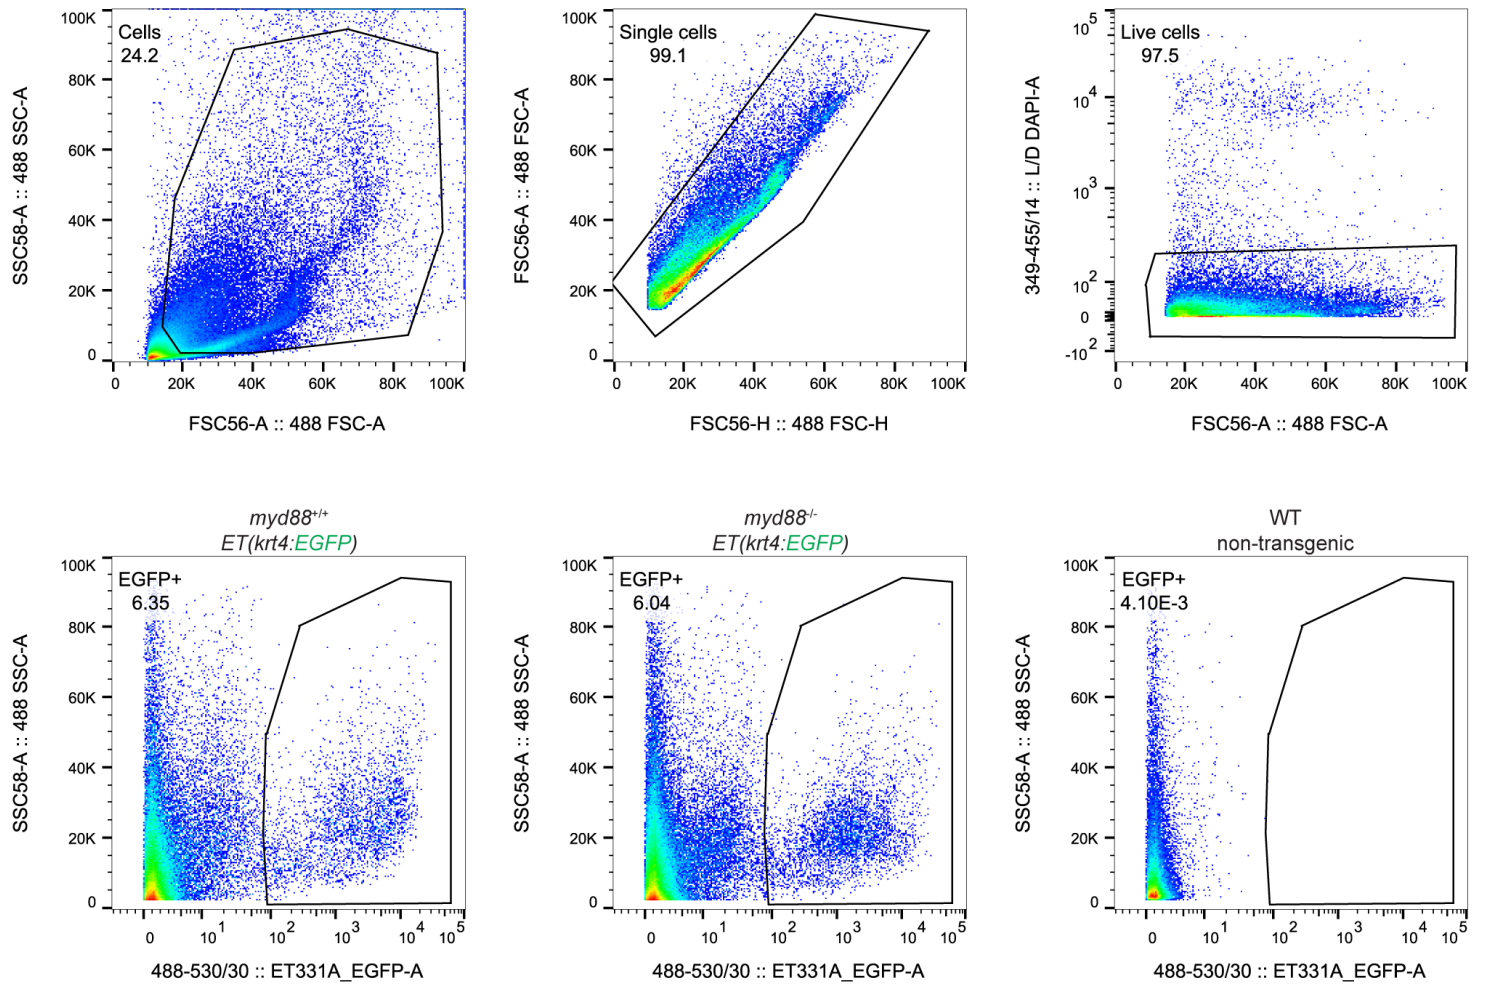

## SUPPLEMENTARY FIGURE LEGENDS

### **Supplementary Fig. 1. Gating strategy for sorting live cells for the scRNA-seq analysis, and *myd88* expression profile during cardiac regeneration.**

**a**, Following exclusion of debris, cell population (Cells) was selected, from which single cells (Single cells) were gated with the FSC-A vs. FSC-H parameters. Within this single cell population, live cells (Live cells) were gated by exclusion of the DAPI<sup>+</sup> population. Representative plots for sorting live cells from 24 hpci *myd88*<sup>+/+</sup> and *myd88*<sup>-/-</sup> ventricles are shown. **b**, *myd88* expression levels in untouched ventricles and in 6, 24, 48, 72 and 120 hpci ventricles. Results analyzed from published bulk RNA sequencing dataset<sup>1</sup>.

### **Supplementary Fig. 2. Gating strategy for sorting endocardial cells for the bulk RNA-seq analysis.**

Following exclusion of debris, cell population (Cells) was selected, from which single cells (Single cells) were gated with the FSC-A vs. FSC-H parameters. Within this single cell population, live cells (Live cells) were gated by exclusion of the DAPI<sup>+</sup> population from which endocardial cells (EGFP<sup>+</sup>) were sorted. Representative plots for sorting live *krt4:EGFP*<sup>+</sup> cells from cryoinjured *ET(krt4:EGFP); myd88*<sup>+/+</sup> and *ET(krt4:EGFP); myd88*<sup>-/-</sup> ventricles at 96 hpci are shown; non-transgenic WT ventricles were used to define the EGFP sorting gate.

## REFERENCES

- 1 Lai, S. L. *et al.* Reciprocal analyses in zebrafish and medaka reveal that harnessing the immune response promotes cardiac regeneration. *Elife* **6**, doi:10.7554/eLife.25605 (2017).

## TABLES

**Table S1. Partial list of genes downregulated in the *myd88*<sup>-/-</sup> endocardium at 96 hpci**  
(genes related to the PI3K/AKT pathway)

| Ensembl gene id     | Ensembl gene    | log2FoldChange | P value |
|---------------------|-----------------|----------------|---------|
| ENSDARG00000003776  | <i>pip4k2aa</i> | -2.36          | 0.0     |
| ENSDARG000000076554 | <i>cdkn1a</i>   | -1.09          | 0.0     |
| ENSDARG000000006508 | <i>pip5k1bb</i> | -1.01          | 0.0     |
| ENSDARG000000073744 | <i>ip6k1</i>    | -0.97          | 0.0     |
| ENSDARG000000094673 | <i>rhoab</i>    | -0.90          | 0.0     |
| ENSDARG000000103038 | <i>pik3r3a</i>  | -0.79          | 0.0     |
| ENSDARG000000038524 | <i>pik3r1</i>   | -0.75          | 0.0     |

**Table S2. RT-qPCR primers**

| Primer sequence (5'-3') |                          |
|-------------------------|--------------------------|
| <i>rpl13a</i> Fw        | TCTGGAGGACTGTAAGAGGTATG  |
| <i>rpl13a</i> Rv        | AGACGCACAATCTTGAGAGCAG   |
| <i>cxcl18b</i> Fw       | TCTTCTGCTGCTGCTTGCGGT    |
| <i>cxcl18b</i> Rv       | GGTGTCCCTGCGAGCACGAT     |
| <i>myd88</i> Fw         | GATGATCCACAGGGACTGACACC  |
| <i>myd88</i> Rv         | GGAAGGACGTCTCTGTCAAACAC  |
| <i>mCherry</i> Fw       | GAACGGCCACGAGTTCGAGA     |
| <i>mCherry</i> Rv       | CTTGGAGCCGTACATGAACTGAGG |

**Table S3. Average Ct values of RT-qPCRs**

| Fig. 6c                |                               |                             |                               |                             |
|------------------------|-------------------------------|-----------------------------|-------------------------------|-----------------------------|
|                        | 1 hpci                        |                             | 96 hpci                       |                             |
|                        | <i>myd88</i> <sup>+/+</sup>   | <i>myd88</i> <sup>-/-</sup> | <i>myd88</i> <sup>+/+</sup>   | <i>myd88</i> <sup>-/-</sup> |
| <i>rpl13a</i>          | 23.11                         | 22.51                       | 20.63                         | 20.41                       |
| <i>cxcl18b</i>         | 26.14                         | 26.09                       | 25.73                         | 25.90                       |
| Extended Data Fig. 9a  |                               |                             |                               |                             |
|                        | no transgene                  |                             | <i>Tg(fli1a:myd88,EGFP)</i>   |                             |
|                        | 24 hpf larvae                 | 96 hpci ventricles          | 24 hpf larvae                 | 96 hpci ventricles          |
| <i>rpl13a</i>          | 16.90                         | 20.39                       | 17.55                         | 20.46                       |
| <i>myd88</i>           | 26.59                         | 26.62                       | 25.32                         | 25.05                       |
| Extended Data Fig. 10c |                               |                             |                               |                             |
|                        | Control                       |                             | Cre mRNA injected             |                             |
|                        |                               |                             |                               |                             |
| <i>rpl13a</i>          | 18.91                         |                             | 18.35                         |                             |
| <i>cxcl18b</i>         | 25.79                         |                             | 20.20                         |                             |
| <i>mCherry</i>         | 26.08                         |                             | 20.02                         |                             |
| Extended Data Fig. 10f |                               |                             |                               |                             |
|                        | <i>cxcl18b</i> <sup>+/+</sup> |                             | <i>cxcl18b</i> <sup>-/-</sup> |                             |
|                        |                               |                             |                               |                             |
| <i>rpl13a</i>          | 18.69                         |                             | 19.08                         |                             |
| <i>cxcl18b</i>         | 27.89                         |                             | 34.26                         |                             |

# Supplementary material for: The innate immune regulator MyD88 dampens fibrosis during zebrafish heart regeneration
**Source:** Nat Cardiovasc Res. 2024 Sep 13;3(9):1158–76. doi: 10.1038/s44161-024-00538-5
**Supplement:** Supplementary file 2 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                                |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                                          |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | <div><ul style="list-style-type: none"><li>- Fluorescence images were acquired using ZEN 3.2 (Blue edition) software and the Nikom NIS-AR software (v.5.3).</li><li>- Wholemount ventricle images were acquired using NIS-Elements 4.30 software.</li><li>- RT-qPCR data were acquired using Bio-Rad CFX Manager 3.1.</li></ul></div>                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Data analysis   | <div><p>Quantifications:</p><ul style="list-style-type: none"><li>- Quantifications of immunostained data were done using the ZEN 3.2 (Blue edition) software.</li><li>- Quantifications for the coronary vessel coverage and scar area analyses were done using ImageJ (version 1.53c).</li></ul><p>Statistical analysis:</p><ul style="list-style-type: none"><li>- All statistical analyses were performed in GraphPad Prism (v.9).</li><li>- All graphs were generated using GraphPad Prism (v.9).</li></ul><p>Sequence analysis:</p><ul style="list-style-type: none"><li>- Sequence analysis was performed using ApE Software (v2.0.61).</li></ul><p>Flow cytometry:</p><ul style="list-style-type: none"><li>- Flow cytometry results were analyzed using FlowJo™ (v10.8.1) software from BD Life Sciences.</li></ul><p>scRNA-seq:</p><ul style="list-style-type: none"><li>- Raw reads were aligned against the zebrafish genome (DanRer11) and counted by StarSolo followed by secondary analysis in Annotated Data Format.</li></ul></div> |

- Preprocessed counts were further analyzed using Scanpy.
- Data visualization was done by CellxGene package (doi:10.5281/zenodo.3235020).

Bulk RNA-seq of untouched ventricles and of injured tissues:

- Sequencing was performed on NextSeq500 instrument (Illumina) using v2 chemistry with 1x75bp single end setup.
- Trimmomatic version 0.39 was employed to trim reads after a quality drop below a mean of Q15 in a window of 5 nucleotides and keeping only filtered reads longer than 15 nucleotides.
- Reads were aligned versus Ensembl zebrafish genome version danRer11 (Ensembl release 99) with STAR 2.7.3a.
- Alignments were filtered to remove duplicates with Picard 2.21.7, multi-mapping, ribosomal, or mitochondrial reads.
- Gene counts were established with featureCounts version 1.6.5.
- The raw count matrix was normalized with DESeq2 version 1.26.0.
- Heatmaps with DEGs were obtained using the Webbased Interactive Omics visualization – Applications (WILSON).

Bulk RNA-seq of endocardial cells:

- Sequencing was performed on Illumina Sequencing PE150 by the company Novogene.
- The Trimmomatic tool was used to trim reads.
- Reads were aligned versus Ensembl zebrafish genome version danRer11 (Ensembl release 109) with STAR aligner (Version 2.7.10a).
- Alignments were filtered to remove duplicates with Picard tool (version 3.0.0), multi-mapping, ribosomal, and mitochondrial reads.
- Gene counts were generated by the featureCounts version 2.0.4.
- The raw count matrix was normalized and contrasts were created and analyzed by applying the DESeq2 version 1.36.0.
- Heatmaps with DEGs were obtained using the Webbased Interactive Omics visualization – Applications (WILSON).
- The GSEA analysis python package gseapy (Fang et al, Bioinformatics, 2022) was used.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

The scRNA-seq, RNA-seq of endocardial cells and RNA-seq of untouched ventricles and of injured tissues data reported in the study have been deposited in the Gene Expression Omnibus (GEO) database under accession codes GSE262248, GSE262351 and GSE262169, respectively.

scRNA-seq: Raw reads were aligned against the zebrafish genome (danRer11)

Bulk RNA-seq of untouched ventricles and of injured tissues: Reads were aligned against the zebrafish genome (danRer11 - Ensembl release 99)

Bulk RNA-seq of endocardial cells: Reads were aligned against the zebrafish genome (danRer11, Ensembl release 109)

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\), and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences

☐ Behavioural & social sciences

☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](#)

# Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample size     | Sample sizes were chosen based on accepted standards in the field using adult animals and previously published literature (such as PMID: 34516874, 26472034 or 29610343). No statistical method was used to predetermine the sample size.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
| Data exclusions | No data were excluded from the analyses.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Replication     | All experiments in which statistical significance was necessary were verified with at least 3 biological replicates and/or independent experiments.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
| Randomization   | All experiments used females and males. For experiments using mutants, the genotype was known prior experiments. All animals were chosen randomly considering the above-described conditions.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                      |
| Blinding        | Experiments and image analysis were not performed blindly.<br>- We wanted to know the genotype of the fish used in the study prior to performing experiments, so that we could minimize the use of surplus animals.<br>- Our study builds on previous research where similar methodologies were employed without blinding, and the results were robust and reproducible.<br>- To address potential bias, we ensured that all researchers involved in performing experiments and data analysis underwent thorough training and adhered to standardized protocols. In addition, quantifications were done in a consistent manner (same person, same software) every time and thus even if there is some technical bias, it is the same throughout all the samples (WT and mutant). This consistency helped to maintain the reliability and validity of our findings. |

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

| n/a                                 | Involved in the study                                           |
|-------------------------------------|-----------------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Eukaryotic cell lines                  |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology          |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Animals and other organisms |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                          |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern           |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                                 |

### Methods

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input checked="" type="checkbox"/> | <input type="checkbox"/> ChIP-seq                  |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                              |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Antibodies used | <p>Primary antibodies used:</p> <p>anti-GFP at 1:500 (chicken, GFP-1010, Aves Labs),<br/> anti-<math>\alpha</math>SMA at 1:200 (rabbit, GTX124505, GeneTex),<br/> anti-Fli1 [EPR4646] at 1:100 (rabbit, ab133485, Abcam),<br/> anti-pAkt [6F5] at 1:200 (mouse, 05-1003, Sigma-Aldrich),<br/> anti-PCNA [PC10] at 1:200 (mouse, sc-56, Santa Cruz Biotechnology),<br/> anti-Mef2 at 1:100 (rabbit, DZ01398, Boster Bio),<br/> anti-Mpx at 1:200 (rabbit, GTX128379, GeneTex),<br/> anti-Aldh1a2 [G-2] at 1:100 (mouse, sc-393204, Santa Cruz),<br/> anti-Aldh1a2 at 1:200 (rabbit, GTX124302, GeneTex),<br/> anti-zf-Cdh5 at 1:100 (rabbit, AS-55715, AnaSpec),<br/> anti-pERK [D13.14.4E] at 1:100 (rabbit, 4370S, Cell Signaling Technology),<br/> anti-RFP at 1:200 (rabbit, 600-401-379, Rockland),<br/> N2.261 at 1:20 (mouse, developed by H. M. Blau, obtained from the Developmental Studies Hybridoma Bank, Iowa City, IA, USA), and<br/> anti-DsRed at 1:200 (recognizing mCherry, Living Colors®, rabbit, 632496, Takara).</p> <p>Secondary antibodies used:</p> <p>anti-chicken IgG (H+L) Alexa Fluor 488 at 1:500 (goat, A-11039, Invitrogen)<br/> anti-mouse IgG (H+L) Alexa Fluor 488 at 1:500 (goat, A-11029, Invitrogen)<br/> anti-mouse IgG (H+L) Alexa Fluor 568 at 1:500 (goat, A-11004, Invitrogen)<br/> anti-rabbit IgG (H+L) Alexa Fluor 647 at 1:500 (goat, A-21244, Invitrogen)</p> |
|-----------------|--------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|

## Validation

Phalloidin-Alexa 568-conjugated at 1:200 (A12380, Thermo Fisher Scientific)

All antibodies used in this study were commercially available.

anti-GFP, <https://www.aveslabs.com/products/anti-green-fluorescent-protein-antibody-gfp>.  
Manufacturer: Chickens were immunized with purified recombinant green fluorescent protein (GFP) emulsified in Freund's adjuvant.  
Reference: PMID: 34732708

anti-αSMA, <https://www.genetex.com/Product/Detail/Acta2-antibody/GTX124505>  
Manufacturer: Reactivity with human and Zebrafish  
Reference: PMID: 34516874

anti-Fli1, <https://www.abcam.com/products/primary-antibodies/fli1-antibody-epr4646-ab133485.html>  
Reference: PMID: 29762122

anti-pAkt, [https://www.merckmillipore.com/DE/de/product/Anti-phospho-Akt-Ser473-Antibody-clone-6F5,MM\\_NF-05-1003](https://www.merckmillipore.com/DE/de/product/Anti-phospho-Akt-Ser473-Antibody-clone-6F5,MM_NF-05-1003)  
Manufacturer: Has been published & validated for use in ELISA, WB, FC, IF, IH  
Reference: PMID: 33444612

anti-PCNA, <https://www.scbt.com/p/pcna-antibody-pc10>  
Reference: PMID: 35264012

anti-Mef2, <https://www.bosterbio.com/polyclonal-anti-mef2-antibody-dz01398-1-boster.html>  
Manufacturer: anti-Zebrafish Mef2 Antibody  
Reference: PMID: 36513650

anti-Mpx, <https://www.genetex.com/Product/Detail/Mpx-antibody/GTX128379>  
Manufacturer: Mpx antibody detects Mpx protein on zebrafish by whole mount immunohistochemical analysis. Sample: 2 days-post-fertilization zebrafish embryo.  
Reference: PMID: 28632131

anti-Aldh1a2, <https://www.scbt.com/p/aldh1a2-antibody-g-2>  
Reference: PMID: 34516874

anti-Aldh1a2, <https://www.genetex.com/Product/Detail/Aldh1a2-antibody/GTX124302>  
Manufacturer: reactivity: zebrafish  
Reference: PMID: 36513650

anti-zf-Cdh5  
Manufacturer: reactivity: zebrafish. This antibody has been validated by ELISA.  
Reference: PMID: 34516874

anti-pERK, <https://www.cellsignal.com/products/primary-antibodies/phospho-p44-42-mapk-erk1-2-thr202-tyr204-d13-14-4e-xprabbit-mab/4370>  
Manufacturer: reactivity with many species, including zebrafish  
Reference: PMID: 35285802

anti-RFP, <https://www.rockland.com/categories/primary-antibodies/rfp-antibody-pre-adsorbed-600-401-379/>  
Manufacturer: RFP Antibody Pre-adsorbed from Rockland Immunochemicals is a high-quality, rabbit polyclonal antibody specifically designed for the detection of red fluorescent protein (RFP) and its variants like mCherry, mScarlet, and tdTomato. This product is suitable for a broad range of applications including Western blot (WB), ELISA, immunohistochemistry (IHC), immunofluorescence (IF), flow cytometry (FC), and more. It is uniquely pre-adsorbed to minimize cross-reactivity, offering high specificity and sensitivity. With over 900 references, this product stands as a proven tool in the scientific community, supporting a wide range of research studies from cellular signaling to disease pathology.  
Reference: PMID: 35264012

N2.261, <https://dshb.biology.uiowa.edu/N2-261>  
Reference: PMID: 25557620

anti-DsRed, <https://www.takarabio.com/documents/Certificate%20of%20Analysis/632496/632496-101717.pdf>  
Manufacturer: This antibody recognizes DsRed-Express, DsRed-Express2, mCherry, DsRed2, E2-Crimson, tdTomato, mStrawberry, and mBanana, and both N- and C-terminal fusion proteins containing these fluorescent proteins in mammalian cell lysates.

Phalloidin-Alexa 568-conjugated, <https://www.thermofisher.com/order/catalog/product/A12380?SID=srch-srp-A12380>  
Manufacturer: Alexa Fluor 568 phalloidin can be used to visualize and quantitate F-actin in tissue sections, cell cultures, or cell-free preparations.  
Reference: PMID: 34516874

## Animals and other research organisms

Policy information about [studies involving animals](#); [ARRIVE guidelines](#) recommended for reporting animal research, and [Sex and Gender in Research](#)

### Laboratory animals

Wild-type, transgenic and mutant zebrafish used in this study (3 to 12 months of age) were from the AB strain. The following mutant

|                         |                                                                                                                                                                                                                                                                                                                                 |
|-------------------------|---------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Laboratory animals      | and transgenic lines were used: myd88 hu3568, cxcl18b bns683, TgBAC(mpx:GFP)i114, Tg(mpeg1:EGFP)gl22, ET(krt4:EGFP)sqet33-1A, Tg(-0.8ft1:RFP)hu5333, Tg(fli1a:myd88,EGFP)bns703, Tg(cxcl18b:EGFP)ibl150, Tg(hsp70l:LoxP-TagBFP-LoxP-cxcl18b-t2a-mCherry)bns660.                                                                 |
| Wild animals            | No wild animals were used in this study.                                                                                                                                                                                                                                                                                        |
| Reporting on sex        | All experiments used females and males. Sex was determined based on standard anatomical procedures described for the species.                                                                                                                                                                                                   |
| Field-collected samples | No field-collected samples were used in this study.                                                                                                                                                                                                                                                                             |
| Ethics oversight        | All procedures performed on animals conform to the guidelines from Directive 2010/63/EU of the European Parliament on the protection of animals used for scientific purposes and were approved by the Animal Protection Committee (Tierschutzkommission) of the Regierungspräsidium Darmstadt (reference: B2/1218 and B2/1229). |

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Plants

|                       |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                          |
|-----------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Seed stocks           | <i>Report on the source of all seed stocks or other plant material used. If applicable, state the seed stock centre and catalogue number. If plant specimens were collected from the field, describe the collection location, date and sampling procedures.</i>                                                                                                                                                                                                                                                                                          |
| Novel plant genotypes | <i>Describe the methods by which all novel plant genotypes were produced. This includes those generated by transgenic approaches, gene editing, chemical/radiation-based mutagenesis and hybridization. For transgenic lines, describe the transformation method, the number of independent lines analyzed and the generation upon which experiments were performed. For gene-edited lines, describe the editor used, the endogenous sequence targeted for editing, the targeting guide RNA sequence (if applicable) and how the editor was applied.</i> |
| Authentication        | <i>Describe any authentication procedures for each seed stock used or novel genotype generated. Describe any experiments used to assess the effect of a mutation and, where applicable, how potential secondary effects (e.g. second site T-DNA insertions, mosaicism, off-target gene editing) were examined.</i>                                                                                                                                                                                                                                       |

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

|                           |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                |
|---------------------------|----------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Sample preparation        | For the scRNA-seq experiment, cardiac cells were isolated from a pool of 4 myd88+/+ and 4 myd88-/- ventricles, and for the endocardial bulk RNA sequencing experiment from a pool of 4 ET(krt4:EGFP); myd88+/+ and 4 ET(krt4:EGFP); myd88-/- ventricles for each sample. Cell isolation was performed following the manufacturer's instructions (Pierce Primary Cardiomyocyte Isolation Kit, Thermo Fisher Scientific, Cat#88281) and with the following modifications: Incubation was performed at 30°C for 20 min, followed by resuspension in 1× Hanks' balanced salt solution (Gibco, Cat# 14175053) with 0.25% BSA. Cell suspension was passed through a round bottom polystyrene test tube fitted with 35 µm nylon mesh filter cap (Falcon® #352235, Corning Inc.). DAPI (Sigma, Cat# D954) was added prior to sorting. For the scRNA-seq experiment, resuspended cells were sorted using a BD FACSAria™ III Cell Sorter (BD Biosciences), equipped with 100µm nozzle and at instrument pressure setting of 20 psi. Dead cells were excluded using DAPI excited by a 30 mW 405 nm laser paired with 450/50 nm band pass filter. For the endocardial bulk RNA sequencing experiment, resuspended cells were sorted using an Invitrogen Bigfoot Spectral cell sorter (ThermoFisher Scientific) equipped with 100µm nozzle tip and at instrument pressure setting of 20 psi. Dead cells were excluded using DAPI excited by a 100 mW 355 nm laser paired with 455/14 nm band pass filter. EGFP fluorescence was measured with 100 mW 488 nm excitation paired with 530/30 band pass filter. Sorted EGFP+ cells were resuspended in ice-cold QIAzol Lysis Reagent (Qiagen), flash-frozen in liquid nitrogen and kept at -80°C until RNA extraction. Cytometric data were recorded using FACSDiva software (Version 8.0.1; BD Biosciences), and Sasquatch Software (Version 1.19.2; ThermoFisher Scientific). |
| Instrument                | BD FACSAria™ III Cell Sorter (BD Biosciences) and Bigfoot Spectral cell sorter (ThermoFisher Scientific)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Software                  | FlowJo™ v10.8.1 software (BD Life Sciences)                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                    |
| Cell population abundance | Sample purity was determined by visualizing the single cell suspension under a microscope. The sorted EGFP+ cells from the ET(krt4:EGFP)sqet33-1A line were further visualized in the EGFP channel alongside the negative cell populations in a fluorescent microscope. Cell abundance differed as per the transgenic lines used and the chosen time-point following cardiac cryoinjury.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                       |
| Gating strategy           | Debris was excluded (SSC-A/FSC-A), followed by doublet exclusion (FSC-A/FSC-H). Within this single cell population, live cells                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                 |

#### Gating strategy

were gated by exclusion of DAPI+ population (DAPI-A/FSC-A).

For sorting endocardial cells from the ET(krt4:EGFP)sqet33-1A line, EGFP+ cells were further sorted and collected (SSC-A/EGFP-A). Non-transgenic WT ventricles used to define the EGFP sorting gate.

☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

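Bulk RNA-seq of *myd88*+/+ and *myd88*-/- zebrafish hearts was analysed in 12 libraries, 2 for each of 6 conditions (UT ventricles and injured tissues at 1 and 24 hpci in each genotype), each made from 3 pooled ventricles or injured tissues. The single-cell and the endocardial RNA-seq experiments were not analysed here. Samples were assigned to genotype, state and replicate from the sample labels and the Methods.

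The authors prepared stranded mRNA libraries, sequenced single-end reads, trimmed them with Trimmomatic, aligned them to danRer11 with STAR, removed duplicate, multimapping, ribosomal and mitochondrial reads, counted reads on exons with featureCounts without reads that overlap several genes, and normalized with DESeq2. The values the authors deposited are a score in the sense that they are no longer read counts: they are counts divided by a size factor and rounded to whole numbers. Removing duplicates without molecular identifiers limits the number of reads that a short, highly expressed gene can keep, and a size factor scales every gene of a library alike. Rounding merges different read counts in libraries where 1 read is worth less than 1, so whole reads could not be recovered for every library, and tests made for read counts were not used although the design had named them as alternatives.

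The worth of 1 read was estimated for each library as the step whose whole multiples, rounded, best explained how often each value below 150 occurred (likelihood over a grid of steps with a spacing of 0.0001). A first setting, with values below 400 and a spacing of 0.0005, gave about 0.5 of the present step for 3 libraries, and the setting was changed after this was seen. With values below 400 and a spacing of 0.0001, tried later, this remained for 1 of the 3 (0.5058 for replicate 1 of *myd88*+/+ at 1 hpci), and with values below 150 and a spacing of 0.0005 for none. On 24 simulated libraries with steps off the grid, the present setting came within 1% of the true step in 22, the first setting in 19 and values below 400 with a spacing of 0.0001 in 24, so that the present setting was not the best of those in the simulation. For replicate 2 of *myd88*-/- at 1 hpci the step was 0.9876 with values below 150 and 0.9794 with values below 250. For replicate 1 of *myd88*+/+ at 24 hpci it was 2.54 under each setting. Depths are these estimates, and no depth was given in the deposited table.

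Genes with a mean above 5 over the 12 libraries (16643 of 22736) were tested on log2(value + 1) with limma 3.58.1 in R 4.3.3 (lmFit, eBayes with trend), with 6 condition means and 6 residual degrees of freedom. Fold changes on this scale understate the change of genes with low values. Genes were called at a Benjamini-Hochberg adjusted p below 0.05 and a log2 fold change beyond 0.585. Gene lists were tested with limma's fry in the same model. In a simulation with a dispersion fixed at 0.05 and 200 changed genes, 199 of them among the 16648 tested, 99 genes were called and 10 of these were false. Over 20 further simulated data sets, with 16625 to 16660 genes tested, 9.4% of the calls were false. Counts of calls may therefore hold more false genes than the adjusted p states. The dispersion and the number of changed genes in the simulation were not taken from the deposited table. TMM factors were computed by a function written for this purpose, which recovered a known scale of 2 as 1.99 on simulated data. Permutation and Fisher's exact tests used scipy 1.17.1.

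The genes named are those of Fig. 6b, *myd88*, *rpl13a*, the genes of lists taken from the paper, and for each genotype comparison the 5 largest decreases and 5 largest increases among called genes with a symbol and with both *myd88*-/- libraries on the same side of both *myd88*+/+ libraries. This rule, the designs and most alternatives were fixed before the data were examined. The alternatives were pseudocounts of 0.5 and 5, no filter, a mean above 20, TMM factors, quantile normalization, only the groups compared, eBayes without trend, the replicate number as a block, no fold change threshold, an adjusted p below 0.1, and leaving out each library. Cyclic loess normalization, limma's array weights and a block with crossed replicate numbers were chosen after seeing the data. The pairing comes from the replicate numbers in the labels, which name different pools of fish. Coordinates are those of the deposited table (danRer11).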

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

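All the tests in this part but those of gene length and of the interactions were chosen after the results they bear on had been seen.

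In UT ventricles 347 genes were called between the genotypes, 345 of them outside Fig. 6b, more than the 20 called at 1 hpci and the 5 at 24 hpci. The paper shows UT ventricles in Fig. 6b and does not discuss these other genes. The largest decreases in *myd88*-/- were those of *nppc* (−5.28), *lipg* (−5.18), *il11a* (−4.94), *adipoqa* (−4.49) and *cbarpb* (−4.39), and the largest increases those of *si:dkey-184p9.7* (5.58), *asb15b* (4.05), *si:ch211-157j23.3* (3.73), *si:dkey-51a16.9* (3.63) and *nepro* (3.19). Of the called genes 2 were also called at 1 hpci and 0 at 24 hpci, and whether the comparisons differ was tested gene by gene as an interaction, below. A difference in depth is not seen, as the mean estimated reads of the genotypes had a ratio of 0.98. Genes called lower and higher had median genomic lengths of 15141 and 12776 bp (permutation test, two-sided p = 0.25). Red blood cell genes as a list gave an adjusted p = 0.48 with limma's fry, adjusted over the 3 marker lists tested. Their mean log2 fold change was −0.28, with 7 of 7 genes lower. Genes within 10 Mb of *myd88* were not more frequent among the called genes, with 5 of 346 against 216 of 16295 (two-sided Fisher's exact p = 0.81, *myd88* and *adipoqa* left out). Immediate-early genes as a list were lower in *myd88*-/- UT ventricles (limma's fry, adjusted p = 0.002) and not detectably so at 1 hpci (limma's fry, adjusted p = 0.97). Their mean log2 fold change was −1.60 in UT ventricles, with 8 of 8 genes lower, and −0.02 at 1 hpci, with 7 of 8 lower. At 24 hpci it was −0.33, with 6 of 8 lower (limma's fry, adjusted p = 0.32). The interaction of the list with injury had a mean of 1.58 at 1 hpci (limma's fry, adjusted p = 0.013) and 1.27 at 24 hpci (limma's fry, adjusted p = 0.062), tests that share the UT libraries that prompted them. Different handling of the fish or time to dissection may therefore account for part of the UT differences, and the genotype cannot be told apart from it in 2 pools per genotype. GC content was not tested.

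The genotype difference changed between UT ventricles and 1 hpci for 23 genes and between UT ventricles and 24 hpci for 8 genes in tests of the interaction, against 1425 and 1394 genes with an unadjusted p below 0.05. At 1 hpci 17 of the 23 genes were also called between the genotypes in UT ventricles, for example *nppc* (−5.28 in UT ventricles and 1.02 at 1 hpci) and *lipg* (−5.18 and 0.67), so that most of these interactions may stem from the UT libraries. *alpk2* went the other way, with −0.11 in UT ventricles and −7.29 at 1 hpci (interaction −7.17, limma adjusted p = 0.00075). At 24 hpci 6 of the 8 genes had the larger genotype difference in UT ventricles. All 8 of the 8 kept their direction and at least 0.5 of their log2 difference without the *myd88*+/+ library estimated at 1476827 reads, but as the genes were selected for this interaction that was nearly assured, and the test does not bear on the role of that library. These are hypotheses on 2 replicates, and *alpk2* and *nppc* were singled out among the 23 after their values were seen.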

How the results depend on the processing

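The counts of called genes depended on the processing, while fold changes were rerun for 4 genes and, at 24 hpci only, for 6 lists. The list results in UT ventricles and at 1 hpci, and all those of the marker lists, were not rerun. Among the 4 genes, *adipoqa* at 24 hpci ran from −4.59 to −2.21. For the genotype difference in UT ventricles, 347 genes became 586 with quantile normalization, 206 with eBayes without trend, 218 with the replicate block and 716 at an adjusted p below 0.1, and 2366 with array weights. At 1 hpci, 20 genes became 33 with a pseudocount of 5, 11 with the replicate block, 0 with only the groups compared and 79 at an adjusted p below 0.1, and 4 with array weights and 8 with the crossed replicate block. At 24 hpci, 5 genes became 20 with a pseudocount of 5, 3 with eBayes without trend and 0 with only the groups compared, and 0 with array weights. The replicate block gave 4 there and the crossed block 5. The cause of these changes was not tested. Array weights, cyclic loess and the crossed block were chosen after seeing the data. With 2 replicates per condition array weights cannot tell the libraries of a pair apart, and they gave both *myd88*+/+ libraries at 24 hpci a weight of 0.33 and both *myd88*+/+ UT libraries 2.26. A low weight stands for a wide spread within the pair. The standard errors shared over the conditions may therefore be too small for the genotype comparison at 24 hpci and too large in UT ventricles. The counts of calls in the states are not on an equal footing for this reason.

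The injury effect in *myd88*+/+ hearts at 1 hpci, 1453 genes, became 0 with only the groups compared and 2369 at an adjusted p below 0.1, and that at 24 hpci, 6648 genes, became 4061 with only the groups compared. The interaction at 1 hpci, 23 genes, became 14 without a filter, 37 with quantile normalization, 1 with eBayes without trend, 7 with the replicate block, 45 at an adjusted p below 0.1 and 36 with array weights. The interaction at 24 hpci, 8 genes, became 27 with quantile normalization, 3 with eBayes without trend, 5 with the replicate block, 0 with only the groups compared and 29 at an adjusted p below 0.1. The cause was not tested. Normalization moved the split of directions by over 10 percentage points in these cases: at 1 hpci 18 lower and 2 higher became 14 and 4 with quantile normalization, at 24 hpci 2 and 3 became 4 and 2, and for the interaction at 1 hpci 8 and 15 became 5 and 17 with TMM factors. Quantile normalization moved the median of all genes at 24 hpci by −0.11 and cyclic loess by −0.12.

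The direction of *cxcl18b* between the genotypes and its side of the thresholds stayed the same under each of the 12 alternatives with a test, from −0.41 to −0.33 at 1 hpci (adjusted p from 0.91 to 1) and from −1.20 to −1.13 at 24 hpci (0.68 to 1). Its injury effect in *myd88*+/+ hearts ran from 0.53 to 0.61 at 1 hpci (0.40 to 0.58) and from 0.68 to 0.76 at 24 hpci (0.16 to 0.42). Its interaction ranged from −0.46 to 0.78 at 1 hpci and from −1.24 to 0.00 at 24 hpci across the 8 fits that each left out one library, and the values that moved most came from leaving out a *myd88*+/+ UT library.

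Of the Fig. 6b genes, 2 were called lower in UT ventricles and 0 with only the groups compared. At 24 hpci 0 were called, 2 with a pseudocount of 5 and 1 with quantile normalization. No gene list passed at 24 hpci under any of the alternatives tried, with the replicate block giving 0 lists as well. Of the 2 neutrophil markers *lyz* had at most 3 normalized counts in any library at 24 hpci, so that their mean depends on the pseudocount. The mean log2 fold change of neutrophil markers, 0.32, became −0.01 with a pseudocount of 5 and −0.01 with quantile normalization, and that of PI3K/AKT genes, 0.01, became 0 with a pseudocount of 5. That of fibrotic genes, 0.22, became 0.48 with quantile normalization (fry adjusted p = 0.12) and 0.46 with cyclic loess (0.14). With quantile normalization that of macrophage markers went from −0.38 to −0.09 (0.85) and that of PI3K/AKT genes to 0.11 (0.12). The cause was not tested. Of the other results for single genes and lists, 2 became weaker and 2 stronger. Among the latter is *myd88* in UT ventricles, which was called with array weights (−0.77, limma adjusted p = 0.02) and not with equal weights (−0.77, limma adjusted p = 0.19).

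DESeq2 and edgeR on recovered reads were planned and not run, since whole reads could not be recovered for every library, and the count of calls was not computed without single libraries, which leaves 1 library in a group. Array weights were not applied to the gene lists. The depth limits the genotype comparison at 24 hpci most, where one *myd88*+/+ library holds an estimated 1476827 reads and a value of 7.61 normalized counts stands for 3 reads.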

Differences from the paper's values

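The z-scores of *cxcl18b* in Fig. 6b, read by eye, lay within the spread between replicates of those computed here, in each of the 6 conditions and also with TMM factors and quantile normalization. With 2 replicates that spread is wide and this comparison is a weak one.

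The paper presents the genes of Fig. 6b as downregulated in *myd88*-/- hearts. Of these 28 genes, 2 were called lower here in UT ventricles, 0 at 1 hpci and 0 at 24 hpci, although 23 were lower at 1 hpci and all were at or below 0 at 24 hpci. The paper's contrasts came from DESeq2 on raw counts, a test that was not run here. On simulated data the limma test recovered 15.7% of changes of 1 on the log2 scale. A gene that was not called may therefore still be lower. Among the alternatives, *tnfa* (−2.96, limma adjusted p = 0.024) and *ccl34b.9* (−3.01, limma adjusted p = 0.044) were called at 24 hpci with a pseudocount of 5 and *adipoqa* (−4.04, limma adjusted p = 0.047) with quantile normalization. In UT ventricles *relt* (−1.15, limma adjusted p = 0.0073) was called lower with array weights, which were chosen after seeing the values. Under the same setting 3 of the 28 genes were called lower and 3 were called higher in *myd88*-/- UT ventricles. None of the alternatives called *cxcl18b*. By RT–qPCR the paper reports clearly lower *cxcl18b* in cryoinjured *myd88*-/- ventricles. The direction here was the same, with log2 fold changes of −0.39 at 1 hpci and −1.17 at 24 hpci. The paper describes *cxcl18b* as raised early after cardiac injury in wild-type fish from its own and public datasets. In the *myd88*+/+ libraries its log2 fold change was 0.60 at 1 hpci and 0.73 at 24 hpci, and it was not called at either. Without replicate 1 of the UT ventricles the values were 1.23 and 1.35, and without replicate 2 they were −0.02 and 0.11.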

Other observations

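The tests in this part were chosen after the results they bear on had been seen.

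The 2 *myd88*+/+ libraries at 24 hpci differ from each other in depth and in highly expressed genes more than the libraries of the other 5 replicate pairs do. *rpl13a*, the reference gene of the RT–qPCR experiments, had 1053 and 420 normalized counts in them. Converted back with the estimated worth of a read, these are 415 and 559 reads, a ratio of 0.74, where the depths had a ratio of 0.36. Over the 6 replicate pairs, the difference between the highest 5% of genes and genes of middle expression followed the log2 depth ratio (Spearman's rho = −0.94, exact permutation p = 0.017; Pearson's r = −0.91, exact permutation p = 0.011). Without the 2 pairs farthest from the median depth ratio, r was −0.68 over 4 pairs, and the relation rests in good part on the *myd88*+/+ pair at 24 hpci. A candidate explanation is that removing duplicates caps highly expressed genes in deep libraries, so that they appear high in a shallow one. No biological explanation was tested for this difference.

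This bears on the genotype comparison at 24 hpci, where the shallow library is on the *myd88*+/+ side. Against that library 27 of the 28 Fig. 6b genes were lower in *myd88*-/-, with a median log2 difference of −1.15. Against the deeper *myd88*+/+ library 26 were lower, with a median of −0.51. The genes lower by more than 0.585 were 21 against the shallow library and 13 against the deeper one. In 10000 random lists matched on mean expression, 0.0% had a median as low as the −0.81 of these genes. As the genes were selected for lower expression on these data, the deeper library included, neither the comparison with each library nor that with random lists can separate the explanations.

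Genes called for the genotype difference averaged over the 3 states lay within 10 Mb of *myd88* on chromosome 24 more often than other genes, 9 of 183 (4.92%) against 212 of 16458 (1.29%; two-sided Fisher's exact p = 0.00077, *myd88* and *adipoqa* left out). Neighboring genes are not independent. This pattern is consistent with variants linked to the mutant allele, as a hypothesis. Of the 3 genes of Fig. 6b that lie within 10 Mb of *myd88*, only *adipoqa* was called for the averaged difference (−3.70, limma adjusted p = 0.0046). *tnfrsf11a* was not called (−0.38, limma adjusted p = 0.38). For *ccl34b.9* (−0.78, limma adjusted p = 0.46) the average cannot decide on linkage. Its values were at most 4 normalized counts in each library of UT ventricles and 1 hpci, near the smallest level that could be seen. *adipoqa* (26276805 to 26278852) was lower in *myd88*-/- in each state, with log2 fold changes of −4.49 in UT ventricles, −2.70 at 1 hpci and −3.92 at 24 hpci. The values of *ccl34b.9* (27459604 to 27461295) were 0.58, 0.50 and −3.42, and those of *tnfrsf11a* (18485866 to 18510631) were 0.39, −1.48 and −0.04. For *adipoqa*, fat tissue attached to the ventricle was weighed as a source. Adipocyte markers did not differ averaged over the 3 states (limma's fry, adjusted p = 0.99), with a mean log2 fold change of 0.09 and 3 of 5 genes lower. In UT ventricles their mean was −0.50, with 4 of 5 lower (limma's fry, adjusted p = 0.55), and at 24 hpci 0.63, with 1 of 5 lower (limma's fry, adjusted p = 0.44), so that fat tissue is not excluded for UT ventricles. Loss of MyD88 signaling remains as another explanation that these data cannot separate from linkage.

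The RNA of *myd88* was not lower at 1 hpci in the libraries labelled *myd88*-/- (log2 fold change 0.14), whereas it was −0.77 in UT ventricles and −0.81 at 24 hpci, and the paper cites a lower stability of the mutant transcript in embryos. With each library left out in turn the value at 24 hpci ran from −1.12 to −0.51. The change between UT ventricles and 1 hpci did not pass (interaction 0.91, limma adjusted p = 0.54). Wrong labels at 1 hpci were weighed with 98 genes called between the genotypes from the UT and 24 hpci libraries alone (*myd88* and *adipoqa* left out). At 1 hpci 73 of them (74.5%) kept their direction, and 6 of the 6 within 10 Mb of *myd88* did. The rule set for the test asked for over 75%, and it cannot tell. The 98 genes include some with hardly any difference left at 1 hpci, for example *hsp70l* (−3.66 in UT ventricles and 0.11 at 1 hpci) and *atf3* (−2.67 and −0.02). Such genes may lose their direction at 1 hpci under right labels too, so that the percentage cannot decide on the labels. The mean of the 98 genes, signed toward *myd88*-/-, was −0.48 and 0.00 in the libraries labelled *myd88*+/+ and 0.43 and 0.05 in those labelled *myd88*-/-, so that the replicates 2 hardly differ. For the 6 genes near *myd88* it was −2.24 and −0.04 against 1.12 and 1.16. Both libraries labelled *myd88*-/- thus lay above both labelled *myd88*+/+ for these 6 genes, which argues against exchanged labels, as far as these genes go. Replicate 2 of *myd88*+/+, at −0.04, lay between the others. The 20 genes called at 1 hpci, and the interactions with 1 hpci, rest on labels that the test of the 98 genes left open.

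The gene lists of other experiments of the paper were tested in these tissues. At 24 hpci the mean log2 fold change was 0.22 for fibrotic genes (fry adjusted p = 0.60, 4 of 11 genes lower), −0.79 for inflammatory genes (0.60, 4 of 5 lower) and 0.01 for PI3K/AKT genes (0.63, 3 of 7 lower). It was 0.32 for neutrophil markers (0.64, 1 of 2 lower), −0.38 for macrophage markers (0.60, 3 of 3 lower) and −0.07 for genes of the expanded macrophage population (0.60, 6 of 7 lower). The 2 neutrophil markers were *mpx* (−0.36) and *lyz* (1). *lyz* had 0 and 2 normalized counts in *myd88*+/+ and 2 and 3 in *myd88*-/-, near or below the smallest level that could be seen. The mean of 0.32 therefore says little about neutrophils. *lyz* also lies within 10 Mb of *myd88* on chromosome 24. Of the 6 lists 0 passed. In UT ventricles PI3K/AKT genes were lower (mean −0.32, fry adjusted p = 0.015, 7 of 7 lower). Their mean at 1 hpci was −0.03 (fry adjusted p = 0.85, 4 of 7 lower). The UT result was not rerun with other settings. It rests on UT libraries that different handling or time to dissection may have affected. Among the 7 genes *pip4k2aa* (−0.21 in UT ventricles) lies within 10 Mb of *myd88*. At 1 hpci fibrotic genes (mean −0.50, adjusted p = 0.053, 11 of 11 lower) and macrophage markers (mean −1.07, adjusted p = 0.053, 3 of 3 lower) did not pass. The 7 PI3K/AKT genes come from a partial list of genes that the paper gives as downregulated in sorted *myd88*-/- endocardial cells. They were picked for being lower there and do not stand for the pathway as a whole. The paper takes the other lists from single-cell RNA-seq of cryoinjured ventricles at 24 hpci. Neither experiment was analysed here.

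At 1 hpci the largest decreases in *myd88*-/- were those of *alpk2* (−7.29), *pvalb2* (−5.49), *mylk4a* (−5.17), a clone-named gene on chromosome 12 (−3.92) and *col18a1a* (−3.42), and *cfap126* (3.85) and *impdh1b* (1.11) increased. *pvalb2* had 128 and 156 normalized counts in *myd88*+/+ at 1 hpci and at most 8 in any other library. Its difference thus comes from high values in those *myd88*+/+ pools alone. *mylk4a* had 772 and 272 in the same pools, a wide spread. At 24 hpci *si:ch211-194m7.8* (−4.69) and *si:ch211-14a17.10* (−4.68) decreased and *oit3* (5.98), *aglb* (3.67) and *eya4* (1.58) increased. Of these, *aglb* (chromosome 24, 29783638 to 29868151) lies within 10 Mb of *myd88*. It was also called for the difference averaged over the 3 states (2.3, limma adjusted p = 0.0046), so that the linkage hypothesis above bears on it.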
